# Structural transitions during large ribosomal subunit maturation analyzed by tethered nuclease structure probing in *S. cerevisiae*

**DOI:** 10.1371/journal.pone.0179405

**Published:** 2017-07-07

**Authors:** Gisela Pöll, Christian Müller, Malena Bodden, Fabian Teubl, Norbert Eichner, Gerhard Lehmann, Joachim Griesenbeck, Herbert Tschochner, Philipp Milkereit

## Abstract

Yeast large ribosomal subunit (LSU) precursors are subject to substantial changes in protein composition during their maturation due to coordinated transient interactions with a large number of ribosome biogenesis factors and due to the assembly of ribosomal proteins. These compositional changes go along with stepwise processing of LSU rRNA precursors and with specific rRNA folding events, as revealed by recent cryo-electron microscopy analyses of late nuclear and cytoplasmic LSU precursors. Here we aimed to analyze changes in the spatial rRNA surrounding of selected ribosomal proteins during yeast LSU maturation. For this we combined a recently developed tethered tertiary structure probing approach with both targeted and high throughput readout strategies. Several structural features of late LSU precursors were faithfully detected by this procedure. In addition, the obtained data let us suggest that early rRNA precursor processing events are accompanied by a global transition from a flexible to a spatially restricted rRNA conformation. For intermediate LSU precursors a number of structural hallmarks could be addressed which include the fold of the internal transcribed spacer between 5.8S rRNA and 25S rRNA, the orientation of the central protuberance and the spatial organization of the interface between LSU rRNA domains I and III.

## Introduction

Eukaryotic cytoplasmic ribosomes consist of 4 or more ribosomal RNAs (rRNA) and more than 70 proteins (r-protein). Their production requires the synthesis, assembly and folding of these components, extensive modification and processing of rRNA precursors (pre-rRNA), and transport of ribosomal precursor particles from the nucleolus, where most assembly steps take place, to the cytoplasm. These different aspects of eukaryotic ribosome maturation have been investigated intensively in the unicellular organism *S*. *cerevisiae* (hereafter called yeast) (Reviewed in [1,2]). In these studies more than 100 factors have been identified which transiently interact with ribosomal precursors during their maturation. Furthermore, yeast mutant analyses showed that association and release of specific biogenesis factors, r-protein assembly events and the processing and transport of pre-rRNA are functionally linked and coordinated with each other. As a likely consequence of this, and possibly the specific kinetics of different ribosomal maturation steps, various ribosomal precursor populations of largely defined composition and pre-rRNA processing state can be affinity purified from wildtype yeast cells using appropriately selected tagged ribosome biogenesis factors. In case of the large ribosomal subunit (LSU) several precursor populations can be distinguished by their protein composition and pre-rRNA processing state. Early nuclear LSU precursors, (hereafter termed 27SA-preLSUs) contain 27SA pre-rRNA which still includes spacer sequences 5’ of 5.8S rRNA (internal transcribed spacer 1 = ITS1) and between 25S rRNA and 5.8S rRNA (internal transcribed spacer 2 = ITS2, see S1 Fig for an overview). They can be enriched by affinity purification of several biogenesis factors, among them Noc1 [3]. Intermediate nuclear LSU precursors can be affinity purified via tagged Noc3 and other biogenesis factors and they contain 27SB pre-rRNA in which the 5’ flanking ITS1 spacer sequences were removed (hereafter called 27SB-preLSUs, see S1 Fig and S2B Fig) [4–7]. Endonucleolytic cleavage in the ITS2 at site C2 between 5.8S rRNA and 25S rRNA and initial trimming of spacer regions leads to 7S pre-rRNA containing nuclear particles (hereafter called 7S-preLSUs, see S1 Fig) which associate again with a specific set of ribosome biogenesis factors. A few biogenesis factors, among them Lsg1 [8,9], specifically bind to late cytoplasmic LSU precursor particles and mature free LSUs which contain fully trimmed 25S rRNAs (hereafter called 25S-preLSUs, see S1 Fig).

Structures of several 7S-preLSU and late 25S-preLSU populations could be resolved at intermediate to near atomic resolution by single molecule cryo-electron microscopy thereby allowing comparison with structures of yeast mature ribosomes in various conformational states solved either by X-ray crystallography or cryo-electron microscopy (reviewed in [10,11]). Accordingly, the rRNA fold observed in late 25S-preLSUs closely resembles the one in mature ribosomes [12–15]. In 7S-preLSUs the rRNA fold of mature ribosomes is already largely established with only a few pre-ribosomal regions showing substantial differences [16]. That is reorientation and partial unfolding of some helices in the ribosomal subunit interface region (LSU rRNA helices 69–71) and a complete reorientation of the 5S rRNA and the adjacent helices 80–87, 89 and 38 which form all together a prominent substructure in the LSU appearing as a central protuberance (see Fig 1 for an overview). During the maturation of 7S-preLSUs to 25S-preLSUs areas with a pre-mature rRNA fold are hotspots for dynamic changes in factor and r-protein composition. Thus, a large number of biogenesis factors (including Rea1, Rix1, Sda1, Nmd3, Rsa4, Nog2, Nog1, Rrs1, Rpf2, Nsa2 and Cgr1) transiently interact on the way from 7S-preLSUs to 25S-preLSUs with these pre-rRNA sites. In addition four out of the six r-proteins with late assembly characteristics are stably incorporated into LSU-precursors during these maturation steps at these sites and stabilize the respective rRNA fold of mature ribosomes [17,18]. These four r-proteins are designated rpL10, rpL29, rpL40 and rpL42 according to the *S*. *cerevisiae* standard nomenclature (www.yeastgenome.org, [19]) and they are named uL16, eL29, eL40 and eL42 according to the universal nomenclature introduced by Ban *et al*. [20]. A second major group of factors, including Nop53, Nop7, Rlp7, Cic1 and Nop15, binds at and around the spacer sequences between 5.8S and 25S rRNA in a foot-like structure. Spacer trimming goes along with the dissociation of these factors from LSU precursors.

**Fig 1:**
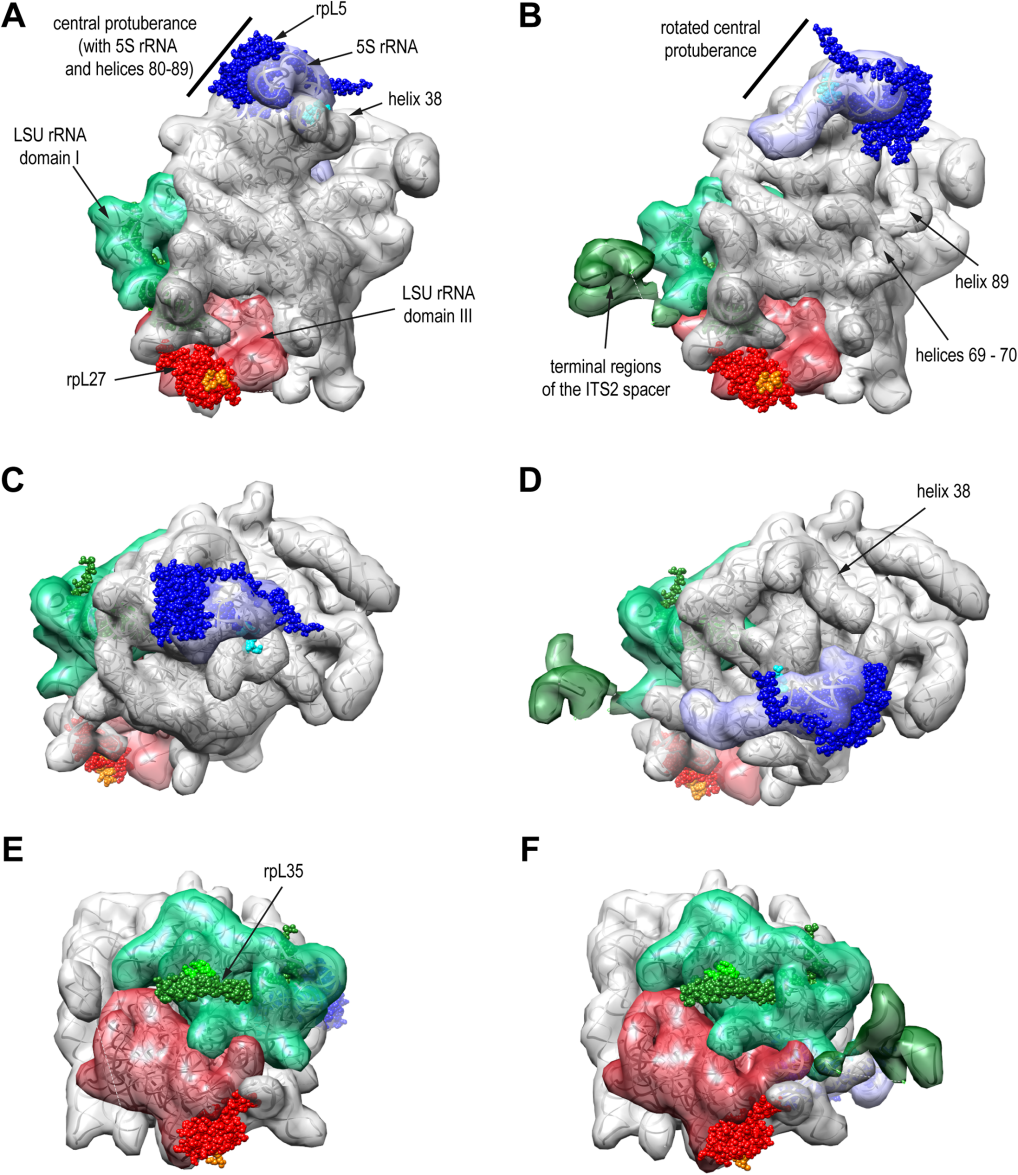
7S-preLSU and 25S-preLSU rRNA tertiary structure with binding sites of ribosomal proteins used for tethered structure probing. Structures of rRNA, rpL5, rpL27 and rpL35 in 25S-preLSUs (A, C, D) or 7S-preLSUS (B, D, F) are shown in three orientations with either the subunit interface side (A and B), the central protuberance (C and D) or the region formed by LSU rRNA domains I and III (E and F) in the center. In (A-F) the transparent surface of RNA filtered to 20 Angstrom resolution is superimposed on the RNA backbone. The surface representation of 5S rRNA is in blue, of LSU rRNA domain I and terminal ITS2 spacer regions in green and dark green, of LSU rRNA domain III in red and of other rRNA in grey. Spherical atomic models of rpL5, rpL27 and rpL35 are visualized in blue, red and green with the amino-terminal regions in light blue, orange and light green. Pdb files 5apo and 3jct used to create this figure were published in [12,16].

We recently developed an approach to analyse the local rRNA surrounding of ribosomal proteins [21]. Selected ribosomal proteins were expressed in yeast cells in fusion with the calcium dependent micrococcal nuclease (MNase) to tether the enzyme to specific ribosomal sites. After preparation of cellular extracts the MNase was activated and resulting cleavages in mature rRNA were mapped by primer extension analyses. Dominant cuts were found to be restricted to accessible single stranded rRNA regions at the respective neighbouring ribosomal surface. In the present work we aimed to further improve this approach by using high throughput sequencing methodology as readout to facilitate the screening and quantitation of fusion protein dependent cuts in large or heterogeneous ribonucleoprotein complexes. We chose to test the performance of this approach using affinity purified late cytoplasmic 25S-preLSUs for which near atomic resolution structure data exist. Furthermore, we aimed to analyse the spatial organisation of early 27SA-preLSUs and 27SB-preLSUs. We decided to probe the structure of these LSU precursors with a MNase fusion of the central protuberance binding r-protein rpL5 (named uL18 in the universal nomenclature [20]) to test the orientation and tertiary rRNA fold of the protuberance and its environment (see Fig 1 for an overview). In addition we performed a tertiary structure analysis of the pre-ribosomal region around the interface of LSU rRNA secondary structure domains III and I, including the 5.8S rRNA and the ITS2 spacer region between 5.8S rRNA and 25S rRNA. Previous experiments indicated that secondary structure formation of this rRNA region critically depends on a number of r-proteins and biogenesis factors binding close by [22–28]. In addition, alternative secondary structure models have been proposed for the central part of the ITS2 spacer [29–31] and it has been suggested that productive processing of the spacer might require its remodelling during LSU maturation [25,28,32,33]. We chose to probe structural rearrangements in this region in the local rRNA surrounding of the two r-proteins rpL27 and rpL35 (named eL27 and uL29 in the universal nomenclature [20]). RpL35 directly binds to the 5.8S rRNA next to the ribosomal polypeptide exit tunnel and rpL27 binds to LSU rRNA structure domain III close to the 5.8S rRNA 3’ end and the ribosomal subunit interface (see Fig 1 for an overview).

## Results and discussion

### Evidence for global structural reorganization of LSU precursors during maturation of 27SA-preLSUs to 27SB-preLSUs

To analyze the local rRNA surrounding of rpL5, rpL27 and rpL35 we made use of three yeast strains solely expressing the respective proteins in fusion with MNase (see Materials and Methods). Each of the three strains was further genetically modified to express chromosomally encoded tandem affinity purification (TAP) tagged versions of either Noc1, Noc3 or Lsg1. As a control, strains were generated which express TAP tagged Noc1, Noc3 or Lsg1 but no MNase fusion potein. Growth characteristics in glucose containing medium of the resulting twelve yeast strains were analyzed by measurement of optical densities (see Materials and Methods). They indicated only slight effects of MNase (< 25% increase in doubling times) and TAP fusions (< 25% increase in doubling time for Lsg1-TAP) on the essential functions of the tagged proteins (see S3 Table). To probe the structure of the selected LSU precursors cellular lysates were prepared from all twelve yeast strains and the respective TAP tagged factors together with associated ribosomal particles were affinity purified (see Materials and Methods). Northern blotting analyses of rRNA precursors contained in the cellular lysates and the affinity purified fractions confirmed the efficient purification of 27SA-preLSUs, 27SB-preLSUs and 25S-preLSUs via Noc1-TAP, Noc3-TAP and Lsg1-TAP, respectively (S2 Fig). The nuclease activity of the different MNase–r-protein fusions in the affinity purified LSU precursors was stimulated by incubation for 10 minutes at 16°C in the presence of calcium. The resulting cleavages in rRNA precursors were first analyzed by northern blotting (Fig 2). The fastest and most drastic degradation of rRNA precursors was clearly observed in the 27SA-preLSUs associated with Noc1p. 27SA pre-rRNA contained in these LSU precursors was nearly fully converted into numerous fragments of heterogeneous size after the 10 minutes nuclease activation for each of the three MNase fusion proteins (compare levels of 27SA pre-rRNA in 27SA pre-LSUs containing no MNase fusion protein in Fig 2A, lane 2, with levels in 27SA-preLSUs containing MNase fused to rpL5 in lane 1, rpL35 in lane 3, or rpL27 in lane 4). Pre-rRNA degradation in 27SB-preLSUs purified via Noc3-TAP was less complete when applying the same conditions (Fig 2B, compare levels of 27SB pre-rRNA in lane 2 and lanes 1, 3 and 4) and it was the least advanced in Lsg1 associated 25S-preLSUs (Fig 2C, compare levels of 25S rRNA in lane 2 and lanes 1, 3 and 4). The pattern of cleavages generated by MNase fusions of rpL5, rpL27 and rpL35 appeared to be most similar in case of 27SA-preLSUs. However, subtle differences in the pre-rRNA fragmentation pattern of 27SA-preLSUs purified from strains expressing MNase in fusion with rpL5, rpL27 or rpL35 still argued for site specific integration of these proteins into early LSU precursors (Fig 2A, compare pattern of fragments in the lower panel). In case of 27SB-preLSUs and 25S-preLSUs much less rRNA fragments were detected and the fragment pattern observed was rather unique for each of the MNase fusion proteins (Fig 2B and 2C, compare fragment pattern in lanes 1, 3 and 4). Hence, 27SA-preLSUs were far more accessible for cleavages by MNase tethered to various ribosomal locations when compared to further matured 27SB-preLSUs or 25S-preLSUs. We take this as evidence for a rather flexible spatial organization of 27SA-preLSUs which is converted at the level of 27SB-preLSUs into a much more rigid and defined fold. Such major structural transition during maturation from 27SA-preLSUs to 27SB-preLSUs is consistent with results of previous biochemical experiments indicating a comparably weak association of most LSU r-proteins (including rpL5, rpL27 and rpL35) with 27SA-preLSUs [17].

**Fig 2:**
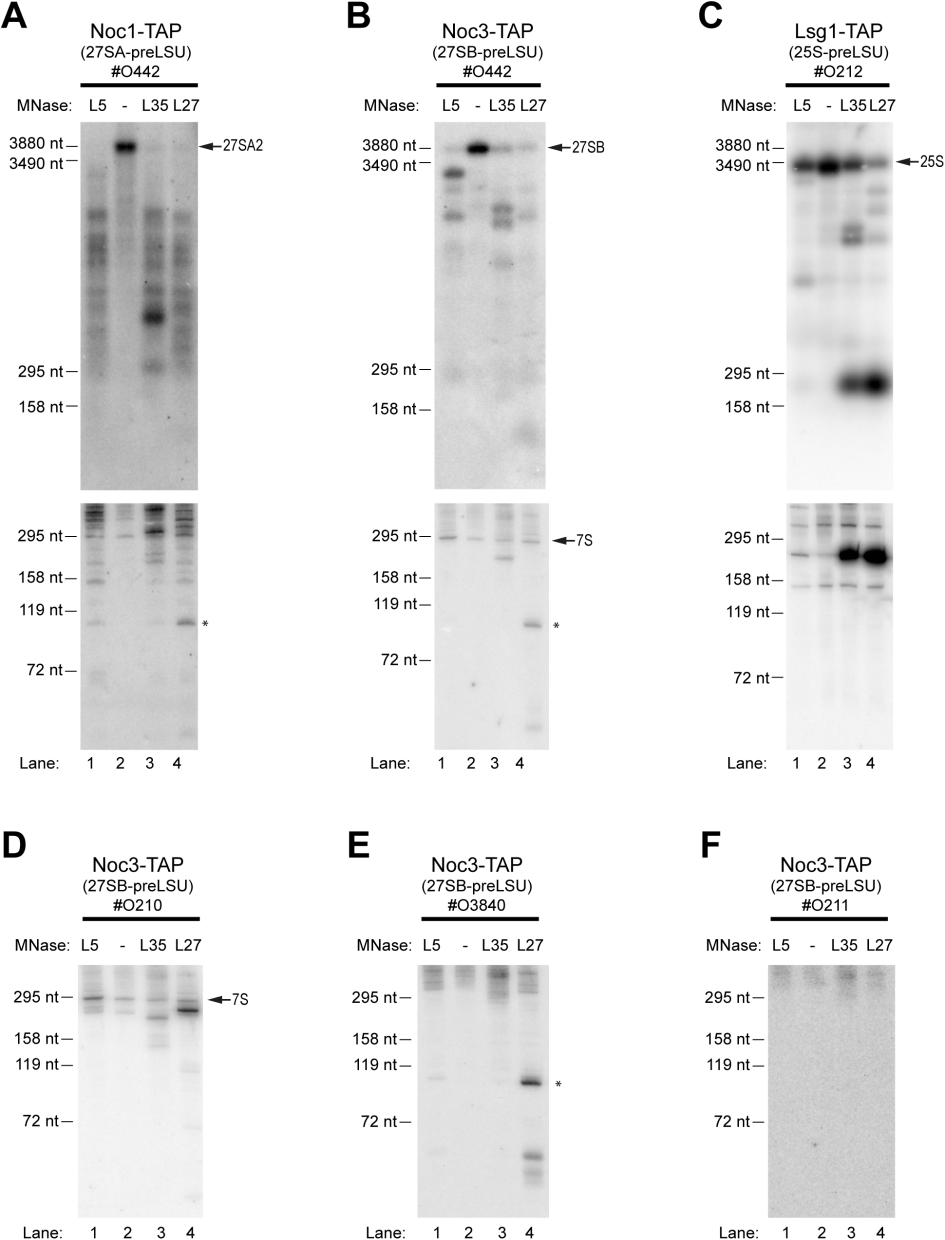
Tethered MNase cleavages in 27SA-preLSUs, 27SB-preLSUS and 25S-preLSUS as analyzed by northern blotting. 27SA-preLSUs (A), 27SB-preLSUS (B, D-F) and 25S-preLSUS (C) were affinity purified using the indicated TAP tagged biogenesis factors from yeast strains expressing no MNase (lane 2) or MNase in fusion with rpL5 (lane 1), rpL35 (lane 3) or rpL27 (lane 4). After activation of MNase by addition of calcium for 10 minutes at 16°C the resulting rRNA fragments were analyzed by Northern Blotting using the indicated probes (# as prefix, see S1 Fig for rRNA regions recognized by the respective probes). In the upper panel in (A—C) RNA was separated by size by agarose gel electrophoresis, in (D-F) and in the lower panels in (A-C) by acrylamide gel electrophoresis. A ~110 nucleotide long fragment covering the central ITS2 region detected by probes #442 (B) and #3840 (E) is highlighted by an asterisk. Running behavior of RNA fragments of defined length are indicated on the left.

### Random primer extension reactions combined with high-throughput sequencing as read out for tethered MNase assays

We next aimed to map the pre-rRNA 5’ ends generated by the MNase fusion proteins to deduce information on the local rRNA surrounding of these proteins in the purified LSU precursor populations. We focused on 27SB-preLSUs and 25S-preLSUs because of low 80S ribosomal contamination and the rather defined pre-rRNA fragmentation pattern observed in these cases. RNA was extracted from the respective calcium treated affinity purified fractions and primer extension reactions were performed using a reverse transcriptase (RT). In an attempt to screen for major cutting sites the primer extension reactions were performed with random primers and the 5’ and 3’ ends of the resulting cDNA fragments were determined by paired end high throughput sequencing (see Materials and Methods). The resulting data were further evaluated by statistical methods developed by Kielpinsky and colleagues [34]. This allowed for prediction of the percentage of all cDNA fragments spanning a LSU pre-rRNA region for which the reverse transcription reaction was terminated at a given position in this region (Termination to Coverage Ratio at each nucleotide position, hereafter abbreviated as TCR). When analyzing the coverage of cDNA fragments in LSU pre-rRNA we realized that the random priming of reverse transcription reactions was not evenly distributed. To obtain an estimate of a possibly resulting uneven distribution of random stops in the primer extension reactions we created for each dataset 100 simulations in which the observed priming sites were combined with a randomly chosen fragment length from the pool of observed cDNA fragment lengths. The local noise of primer extension stops in each rRNA region was then estimated using the maximum TCR value in this region in all simulated datasets (see Materials and Methods for details).

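Affinity purified LSU precursors from 8 yeast cultures were analyzed by random primer extension, with 1 library per condition and no replicates. 27SB-preLSUs were purified via Noc3-TAP from 6 litre cultures and 25S-preLSUs via Lsg1-TAP from 2 litre cultures. For each precursor, the strains expressed MNase fused to rpL5, rpL27 or rpL35, or no MNase. The purified particles were treated with 8 mM calcium for 10 min at 16 °C to activate the nuclease. The authors mapped reads to the rDNA region, selected a fixed number of mapped reads per dataset within limits of insert size and mapping quality, corrected for amplification bias with random barcodes and estimated the TCR as the fraction of unique cDNA fragments covering a nucleotide that end there. The deposited table gives this fraction for every nucleotide of the rDNA region, together with the authors' estimate of the local noise, but no coverage, so the depth behind each value is unknown. TCR values below are given in percent for a nucleotide and its direct neighbours, as the probability that reverse transcription stops at any of these 3 positions. For a pair of nucleotides, 1 of them was taken as the centre. Positions on chromosome XII refer to the first annotated rDNA repeat of the R64 genome, where 25S rRNA (RDN25-1) spans 451786 to 455181 and 5.8S rRNA (RDN58-1) spans 455414 to 455571, both on the reverse strand.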

High TCR values (between 30% and 100%) were observed in all experimental datasets in regions of the expected pre-rRNA 5’ ends of 27SB-preLSUs and 25S-preLSUs and around sites of 1 -methyladenosine and 3-methyluridine modifications which are known to inhibit the progression of reverse transcriptases (S3 Fig). 

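At each of these stops, the highest TCR of the windows centred within 2 nucleotides was taken. In 27SB-preLSUs, the TCR at m1A645 of 25S rRNA lay between 98.95% and 99.38% in the 4 libraries. At m1A2142 it lay between 96.1% and 99.1%. Stops at m3U2634 varied more, from 61.2% with MNase-rpL27 to 92.9% with MNase-rpL5. In 25S-preLSUs, values at m3U2843 were the lowest of the 4 modified nucleotides, between 36.8% and 41.4%. The 5’ end of 25S rRNA gave 91.1% to 93.1% in 25S-preLSUs. All 52 values at modified nucleotides and at 5’ ends expected in the respective precursor were at least 30%. These stops need no nuclease, so their range over the 4 libraries of a purification describes how far libraries differ. At modified nucleotides, the largest such range was 41.3 percentage points, at m3U2634 in 25S-preLSUs, where the library without MNase had 48.7%. At the 5’ end of the long form of 5.8S rRNA the range reached 46.2 points in 27SB-preLSUs and 57.1 points in 25S-preLSUs. Values there include exactly 70% and 100% in 27SB-preLSUs and 80% and 100% in 25S-preLSUs, round fractions such as few fragments give. The coverage is not listed, so how far few fragments account for this range cannot be measured. At the remaining expected stops, m3U2634 apart, the ranges were 0.427 to 17.9 points in 27SB-preLSUs and 2.01 to 10.8 points in 25S-preLSUs.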

High TCR values were also observed outside these regions (> 2 nucleotides away) for a number of sites (summarized in Fig 3A and 3B, detailed information in S4–S12 Figs) in LSU precursors purified from strains expressing MNase fusion proteins. These TCR values significantly exceeded the estimated local noise and the equivalent TCR values of particles purified from strains not expressing MNase fusion proteins (>5 times, respectively). 

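Of the 13 sites in Fig 3A and 3B, 11 had a TCR over 5 times the local noise and over 5 times the library without MNase in at least 1 library. In 27SB-preLSUs these were 6 of 13 sites, and in 25S-preLSUs 7 of the 10 sites in 25S rRNA. With pairs centred on their other nucleotide, a choice made after the data had been seen, 12 of 13 passed, A1558 among them. Its window centred on 1559 had 44.2% with MNase-rpL5 in 27SB-preLSUs, against 2.47% without MNase. When both criteria were applied to every nucleotide of 5.8S rRNA, ITS2 and 25S rRNA, with a minimum TCR of 15%, 3 sites passed in 27SB-preLSUs with MNase-rpL5, 3 with MNase-rpL27 and 6 with MNase-rpL35. In 25S-preLSUs, 6 sites passed with MNase-rpL5, 9 with MNase-rpL27 and 6 with MNase-rpL35. ITS2 nucleotide 198 is among those with MNase-rpL5 and with MNase-rpL27, and ITS2 nucleotide 68 among those with MNase-rpL27. The paper describes the 25S rRNA of 25S-preLSUs as fully trimmed, so these ITS2 values do not describe the main particle. Among the nucleotides listed as sites, the highest value in 27SB-preLSUs was 87.2% at nucleotide 81 of 5.8S rRNA with MNase-rpL35, against 0.877% without MNase. In 25S-preLSUs the highest was 78.2% at U250 of 25S rRNA (chromosome XII, 454932) with MNase-rpL27, against 0.464% without MNase. The order depends on the centre, since the window centred on the other nucleotide of this pair gives 87.7%. All 8 distinct nucleotides found in 27SB-preLSUs lay at sites named in Fig 3A or 3B, as did 10 of the 12 in 25S-preLSUs. Nucleotide 2640 of 25S rRNA in 27SB-preLSUs with MNase-rpL5 is listed through the neighbouring window centred on 2639, with 31.1% against 5.11% without MNase, since its own window was 3.65 times the library without MNase.

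**Figure D1:**
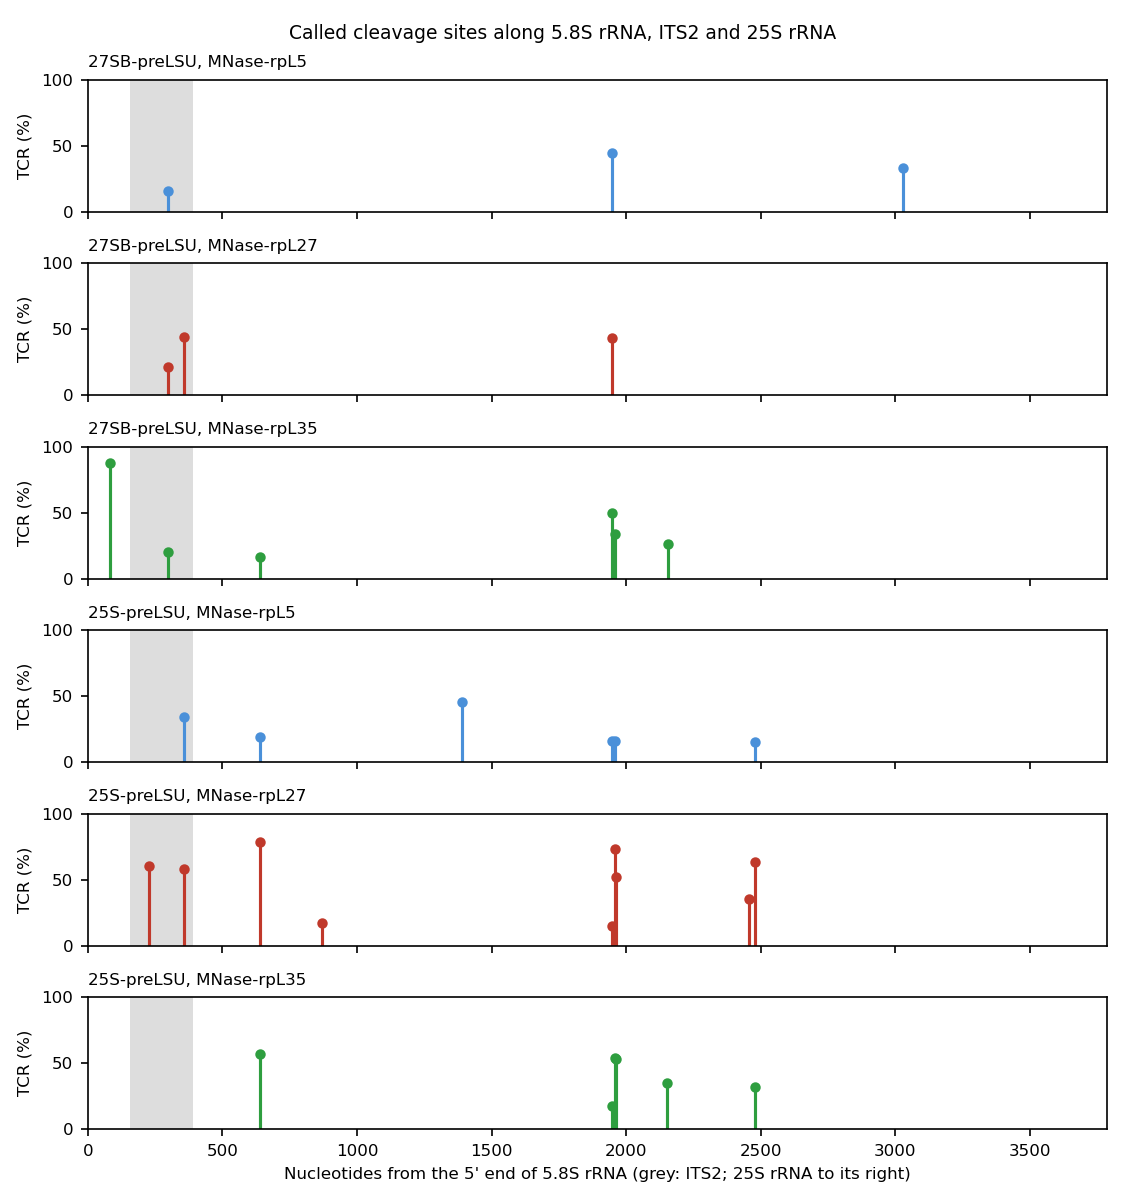
TCR in percent of the sites that passed both criteria in their own or, for 2640 of 25S rRNA, the neighbouring window, plotted against the distance in nucleotides from the 5’ end of 5.8S rRNA, with 1 panel per MNase library and 1 point per site, at the nucleotide with the highest single TCR. The panel of MNase-rpL27 in 25S-preLSUs holds the most sites, 9, with nucleotides 68 and 198 of ITS2 among them.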

Targeted primer extension reactions with primers hybridizing at selected positions which were read out by capillary electrophoresis (data not shown) and by gel electrophoresis confirmed the positions and relative efficiency of these termination sites which we interpret as MNase cleavage sites (S4–S12 Figs). In fact, due to a size cutoff step for cDNAs analyzed in the high throughput sequencing approach we could determine the position and approximate frequency of three MNase cleavage sites only by targeted primer extension analyses (summarized in Fig 3C). Neither targeted primer extension analyses nor the high throughput sequencing approach indicated any major MNase cleavage sites in the 119 nucleotide long 5S rRNA (data not shown).

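All 119 nucleotides of 5S rRNA are listed at a TCR of 0 in each of the 8 libraries. The median of the local noise estimate over these nucleotides was 100% in both purifications. The noise estimate is itself listed at 0 at 55 nucleotides in 27SB-preLSUs and at 38 in 25S-preLSUs. With values of 0 throughout, also without MNase, and noise this high, these data cannot show whether 5S rRNA was cut.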

**Fig 3:**
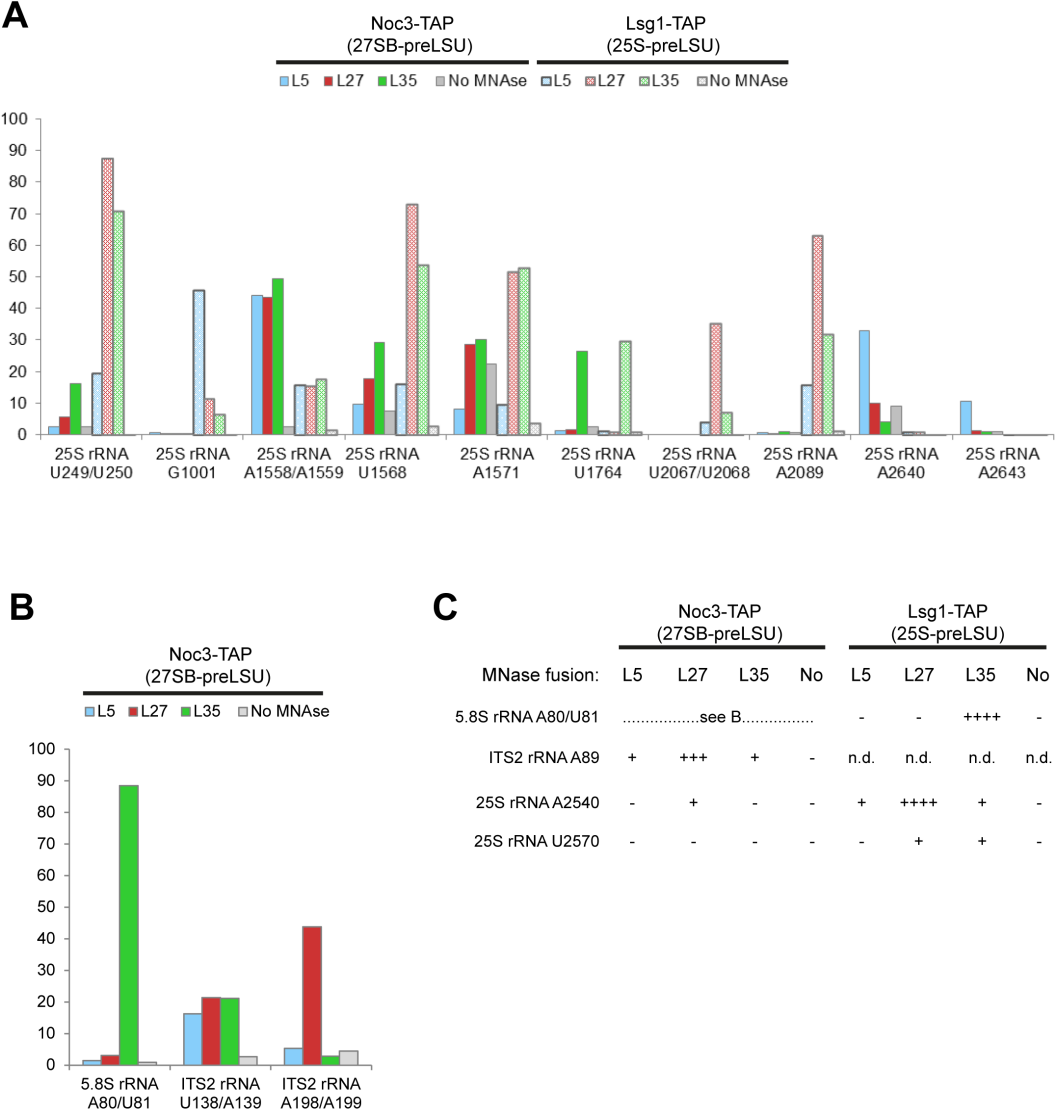
Tethered MNase cleavage positions in the rRNA sequence as analyzed by primer extension assays. 27SB-preLSUs and 25S-preLSUs were affinity purified via Noc3-TAP or Lsg1-TAP from yeast strains expressing no MNase (No) or MNase fused to rpL5 (L5), rpL35 (L35) or rpL27 (L27). rRNA 5’ ends generated after activation of MNase were analyzed by random primer extension assays and high throughput sequencing or by targeted primer extension assays (see Materials and Methods). In (A) and (B) percent of cleavage (TCR) at the indicated rRNA positions (+/- one nucleotide) was estimated based on high throughput sequencing data. Relative cleavage efficiency was estimated in (C) by inspection of targeted primer extension data shown in S4, S10 and S12 Figs as very strong (++++), strong (+++), weak (++), very weak (+) or not detectable (-).

We analyzed the specificity and distribution of the identified cleavage sites in 25S-preLSUs with the help of primary, secondary and tertiary structure data currently available for these late cytoplasmic LSU precursors. 

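The deposited table gives positions without bases, so the bases are those the paper names in Fig 3. Of the 13 sites in Fig 3A and 3B, 12 carry adenine or uracil at the named nucleotide, 7 of them adenine and 5 uracil. The exception is G1001 of 25S rRNA.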

In agreement with a previously reported sequence bias of MNase activity on DNA substrates [35], cleavages were found nearly exclusively 5’ of uracil or adenine bases. Moreover, all cleavage sites in 25S-preLSUs were found in single stranded regions, either stem-loops or internal loops (S4A–S12A Figs). Preferential cuts by each of the three ribosomal protein fusions indicated that tethering of MNase to specific ribosomal regions added another layer of substrate selectivity. Indeed, locations of the cuts in a structure model of 25S preLSUs revealed that cleavage efficiencies at the various sites correlated with spatial proximity of the respective fusion proteins (Fig 4). 

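Among the 10 sites of Fig 3A in 25S-preLSUs, the fusion with the highest TCR exceeded the next one more than 2 times at 3, 1 for each fusion. G1001 (chromosome XII, 454181) was highest with MNase-rpL5, 4.01 times the next fusion. U2068 (453114) was highest with MNase-rpL27, at 5.07 times the next. U1764 (453418) was highest with MNase-rpL35, and since the next fusion was not above the noise, the size of the ratio is open. Across the 901 positions of 25S rRNA above the noise, the profiles of MNase-rpL27 and MNase-rpL35 were the most alike of the 3 pairs, with a Spearman’s rho of 0.798. The rho was 0.674 for MNase-rpL5 with MNase-rpL27 and 0.662 for MNase-rpL5 with MNase-rpL35. The order differed in 27SB-preLSUs, where MNase-rpL5 with MNase-rpL35 was the most alike pair, at 0.821. There, MNase-rpL27 had 0.657 with MNase-rpL35 and 0.605 with MNase-rpL5. These correlations are across positions, which are not independent replicates. From the preferential cuts, the paper reasons that tethering added selectivity to that of the nuclease.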

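In 25S-preLSUs, the U250 region of 25S rRNA had a TCR of 54.7% with MNase-rpL35 and 18.6% with MNase-rpL5. At U1568 (chromosome XII, 453614), the values were 73.1% with MNase-rpL27, 53.6% with MNase-rpL35 and 15.9% with MNase-rpL5. A1571 (453611) gave 51.6% with MNase-rpL27 and 52.9% with MNase-rpL35. With MNase-rpL35, U1764 was at 29.4%, while MNase-rpL5 gave 1.08%, MNase-rpL27 0.631% and the library without MNase 0.669%. Around A2540, MNase-rpL27 gave 3.47% and MNase-rpL35 1.53%, against 0.811% without MNase. Around U2570, all 3 fusions were below the 0.494% of the library without MNase. Around A80 of 5.8S rRNA, the table lists 2.04% with MNase-rpL35 in 25S-preLSUs, under the noise estimate of 3.66%. The paper takes A80 in 25S-preLSUs, A2540 and U2570 from targeted primer extension (Fig 3C).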

Sites preferentially cleaved by both MNase-rpL27 and MNase-rpL35 clustered in their proximity in LSU rRNA domains I and III and in neighboring parts of LSU rRNA domain V. In good correlation with the known binding site within the ribosome MNase-rpL27 fusions showed higher preference for sites oriented towards the subunit interface (Figs 3 and 4, 25S rRNA U250 region, U1568-A1571 region, U2570 region and A2540 region) while only MNase-rpL35 fusions efficiently cleaved at two sites at the opposite side of the ribosomal area formed by LSU rRNA domains I and III (Figs 3 and 4, 5.8S rRNA A80 region and 25S rRNA U1764 region). 

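At G1001 of 25S rRNA, the TCR in 25S-preLSUs with MNase-rpL5 was 45.6%. It was 11.4% with MNase-rpL27, 6.41% with MNase-rpL35 and 0.477% without MNase. The local noise was estimated at 0.881%.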

Near exclusive cuts in 25S rRNA helix 38 around nucleotide 1001 were found in 25S preLSUs with MNase tethered to rpL5 (Fig 3A, 25S rRNA G1001 region). As shown in Fig 5A, this site is directly located next to the N-terminal domain of rpL5 in the LSU central protuberance. Major MNase-rpL5 dependent cleavages in cytoplasmic mature 80S ribosomes were previously mapped in adjacent single stranded regions in helix 38 at positions 1014 and 1026 [21] with only minor cutting events observed at position 1001. Direct access to position 1001 seems partially hampered by the adjacent 5S rRNA in yeast 80S ribosomes [18]. In agreement with previous work, we take these observations as indication for changes in the spatial orientation of helix 38 during late steps of cytoplasmic LSU maturation and the formation of 80S ribosomes [13,14]. In addition, we conclude from the combined results that RNA cleavage events in tethered MNase assays can be read out by targeted and high-throughput RT reactions to faithfully characterize rRNA secondary and tertiary structure features in specific regions of LSU precursors.

**Fig 4:**
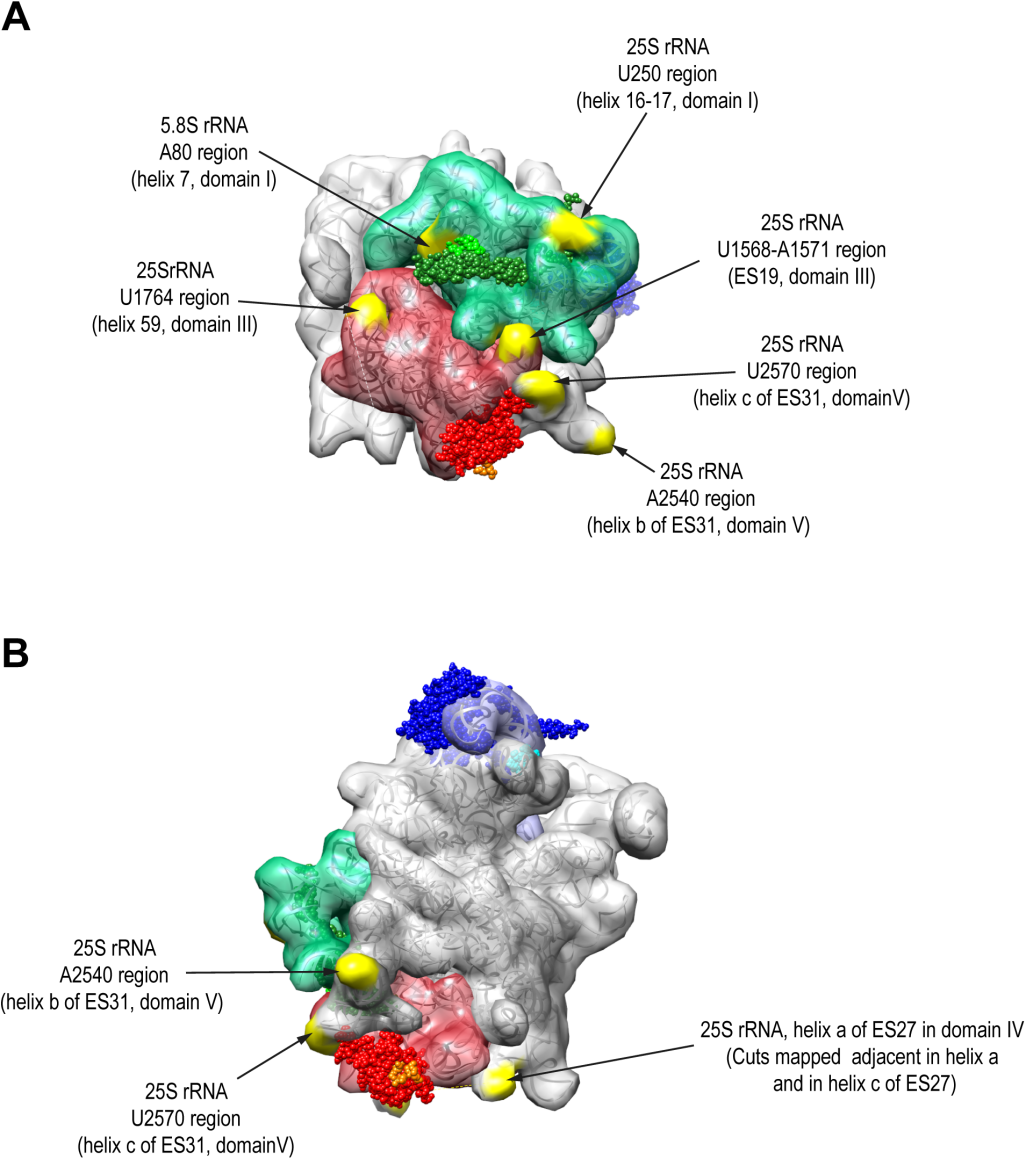
Location of rpL27-MNase and rpL35-MNase cleavages in the 25S-preLSU rRNA tertiary structure. Structures of rRNA, rpL5, rpL27 and rpL35 in 25S-preLSUs (pdb file 5apo, [12]) are visualized using the same color scheme as described in Fig 1, with rRNA cleavage sites highlighted in yellow. In the orientation shown in (A) LSU rRNA domains I and III are in the center, in the orientation shown in (B) the subunit interface side.

**Fig 5:**
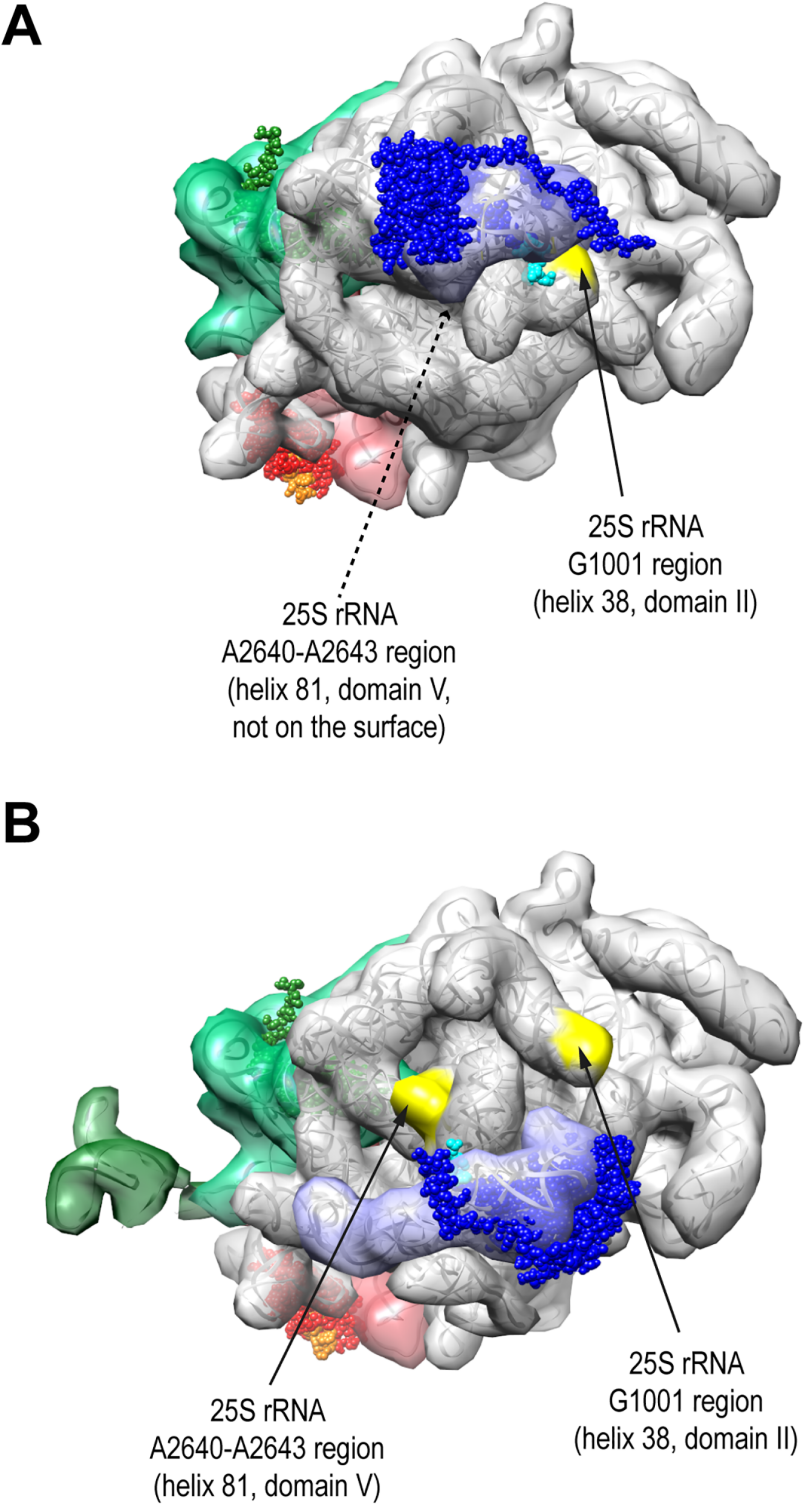
Location of rpL5-MNase cleavages in 25S-preLSU and 7S-preLSU rRNA tertiary structure models. Structures of rRNA, rpL5, rpL27 and rpL35 in 25S-preLSUs (A) or 7S-preLSUs (B) are shown using the color scheme as in Fig 1, with rRNA cleavage sites at the surface highlighted in yellow. The orientation shown is centered on the central protuberance. The pdb files 5apo and 3jct used to create the Figure were published in [12,16].

### Structural transitions at the LSU rRNA domain I and III interface region, the central protuberance and in expansion segment ES27 during maturation of 27S-preLSUs to 25S-preLSUs

Comparison of cleavage efficiencies observed in 25S-preLSUs with the ones in 27SB-preLSUs indicated for some sites similar and for other sites diverging accessibility for MNase fusion proteins. 

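The TCR at the 10 sites of Fig 3A in 25S rRNA was compared between the precursors for each fusion. A difference was called when the ratio was over 2 and the difference exceeded the noise estimates of both purifications. Of 30 comparisons, 20 were called, 13 with the higher value in 25S-preLSUs and 7 with the higher value in 27SB-preLSUs. Of the 13, 3 are the fusions at U2068, where the values in 27SB-preLSUs are listed at 0, so any value passes the ratio. In 12 of the 20, the lower value was not above both the noise estimate and the library without MNase, so the size of the ratio is open there. At A2640 in 27SB-preLSUs, MNase-rpL27 was 1.12 times and MNase-rpL35 0.445 times the library without MNase. The differences called with these fusions, and the shared direction of all 3 fusions there, need not reflect cleavage. Called differences with the higher value in 25S-preLSUs were at 4 sites with MNase-rpL5, 5 with MNase-rpL27 and 4 with MNase-rpL35. With 1 library per condition, a difference with a single fusion could not be tested. When the precursors were paired by fusion, a test chosen after the values had been seen, all 3 fusions moved the same way at 9 of the 10 sites, all but U1764. An exact two-sided permutation test of the mean difference, over the signs of the 3 pairs, gave p = 0.25 at each of the 9, the smallest p that 3 pairs allow, and 0.278 after Benjamini-Hochberg adjustment over the 10 sites. Of the 20 differences, 4 were larger in percentage points than the largest range between libraries at a modified nucleotide, and 2 were larger than the largest at any stop that needs no nuclease, 5’ ends included.

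**Figure D2:**
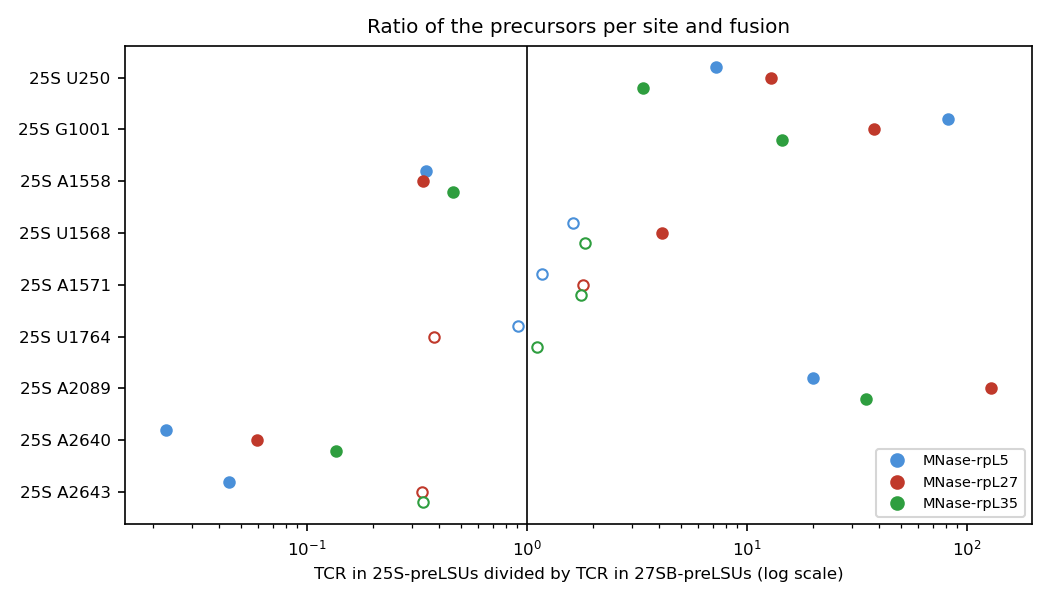
TCR in 25S-preLSUs divided by the TCR in 27SB-preLSUs on a log scale, for each site and fusion, with called differences as filled points and U2068 left out because it is listed at 0 in 27SB-preLSUs. Ratios lie above 1 for all 3 fusions at U250, G1001, U1568, A1571 and A2089 and below 1 for all 3 at A1558, A2640 and A2643, while U1764 has both.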

Cleavages by MNase-rpL35 tethered to LSU-rRNA domain I (via rpL35) at proximal sites in LSU rRNA domain I in the 5.8S rRNA and in LSU rRNA domain III were observed with similar intensities in 25S-preLSUs and in 27SB-preLSUs (Figs 3 and 4, 5.8S rRNA A80 region and 25S rRNA U1764 region, S4 and S8 Figs). 

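In 27SB-preLSUs with MNase-rpL35, the TCR at U1764 was 26.5%, a ratio of 1.11 to the value in 25S-preLSUs, and the difference was not called. With the stop nucleotide alone, 25S-preLSUs were lower, at 12.9% against 20.9%. Without MNase, U1764 had 2.53% in 27SB-preLSUs. Around A80 of 5.8S rRNA (chromosome XII, 455492), MNase-rpL35 gave 86.4% in 27SB-preLSUs. The other fusions gave 1.41% and 3.03% at this site.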

We take this as indication for an advanced assembly state of rpL35 in 27SB-preLSUs and for completion of major aspects of the LSU rRNA domain I and III configuration. In contrast, MNase-rpL27 and MNase-rpL35 cleavage intensities clearly changed in the subarea of LSU rRNA domains I and III which is close to the subunit interface. Here, the ITS2 spacer emanates and helices 76–79 and expansion segment 31 (ES31) of LSU rRNA domain V join. Accessibility in that region around nucleotides 2540 (helix b of ES31) and 2570 of 25S rRNA (helix c of ES31) was strongly reduced and similar effects were observed for cleavages around nucleotide 250 of 25S rRNA (internal loop between helices 16 and 17) (Fig 3, S5 and S10 Figs). Moreover, in the surrounding area lower accessibility in 27SB-preLSUs around nucleotide 1571 of 25S rRNA (ES19) in LSU rRNA domain III was observed (Fig 3, S7 Fig). 

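At U250 of 25S rRNA, the TCR in 27SB-preLSUs was 6.08% with MNase-rpL27, lower than in 25S-preLSUs by a ratio of 12.9. With MNase-rpL35 it was 16.2%, a ratio of 3.37. MNase-rpL5 gave 2.57%, and the library without MNase gave 2.69%. Around A2540 (chromosome XII, 452642), MNase-rpL27 gave 0.248% in 27SB-preLSUs, 14.0 times below its value in 25S-preLSUs. The library without MNase had 0.161% there in 27SB-preLSUs, so the size of the ratio is open. In 25S-preLSUs, MNase-rpL27 was 4.28 times the library without MNase, under the criterion of 5 times. Values around U2570 (452612) were under 0.1% in all 4 libraries of 27SB-preLSUs. The library without MNase from 25S-preLSUs was higher than each fusion at this site, so cleavage was not detectable there over the library without MNase.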

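The TCR at A1571 of 25S rRNA was 28.6% in 27SB-preLSUs with MNase-rpL27, a ratio of 1.81 to 25S-preLSUs. With MNase-rpL35 it was 30.2%, a ratio of 1.75. Neither ratio passed 2, but after correction for the library without MNase the ratios were 6.23 and 5.06, and both differences were called. This correction also called the difference with MNase-rpL5, whose 8.01% in 27SB-preLSUs lies under the library without MNase, so that its corrected value is below 0. The library without MNase is thus no sure background at this site, and the size of the corrected ratios is open. Without MNase, the TCR at this site was 22.3% in 27SB-preLSUs and 3.37% in 25S-preLSUs. At U1568, MNase-rpL27 gave 17.8% in 27SB-preLSUs, 4.12 times below 25S-preLSUs, and this difference was called. MNase-rpL35 gave 29.3% there in 27SB-preLSUs, a ratio of 1.83. This difference was called with the stop nucleotide alone, with the maximum and after correction for the library without MNase, each at a ratio over 2.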

Concomitantly, apparent cleavage intensities by all three nuclease fusions increased in the adjacent internal loop at nucleotide position 1558 of ES19 (Fig 3, S7 Fig). 

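At A1558 of 25S rRNA (chromosome XII, 453624), the TCR in 27SB-preLSUs was 52.04% with MNase-rpL5, 48.1% with MNase-rpL27 and 53.9% with MNase-rpL35. In 25S-preLSUs the same fusions gave 18.1%, 16.2% and 25.0%. The ratios of 2.87, 2.97 and 2.16 were all called. Without MNase, the values were 16.6% in 27SB-preLSUs and 9.10% in 25S-preLSUs. With a window of 2 nucleotides on either side, the ratios fell to 1.47, 1.44 and 1.03, and none was called. In that window the library without MNase had 25.5% in 27SB-preLSUs and 59.4% in 25S-preLSUs. With the sum, the maximum and the correction for the library without MNase, all 3 were called, at ratios of 2.23 to 4.84. When the window was centred on nucleotide 1559 instead, a choice made after the data had been seen, the library without MNase gave 2.47% and 1.29%, the ratios were 2.83, 2.868 and 2.82, and all 3 were called. The highest stop of the window lies at 1559, with 40.3%, 39.98% and 46.4% in 27SB-preLSUs at that nucleotide, so nucleotide 1558 alone, where no difference was called, does not measure it. The paper places these changes in the part of domains I and III close to the subunit interface.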

We take these observations as evidence for substantial differences between the spatial organization of 27SB-preLSUs and 25S-preLSUs in the region where the ITS2 spacer emanates. In part this premature organization of 27SB-preLSUs is still reflected in cryo-electron microscopy structures of downstream 7S-preLSUs [16]. Here, two early recruited biogenesis factors (Rlp7, Nop7) partially cover 25S rRNA nucleotides 2570 and 1571. By contrast, the decreased accessibility of the 25S pre-rRNA regions around nucleotides 2540 and 250, and the high accessibility of the region around 1558 are not explained by the spatial organization seen in 7S-preLSU structure models. Substantial changes in this region during maturation from 27SB to 7S-preLSUs are furthermore supported by the results of previous biochemical analyses indicating a concomitant significant increase in binding strength of the two local ribosomal proteins rpL2 and rpL43 [17].

Two other regions were identified for which tethered MNase cutting efficiencies significantly changed in 27SB-preLSUs. Accessibility in 27SB preLSUs for MNase fused to rpL27 diminished in helices b and c of the expansion segment 27 (ES27) (Fig 3 and S9 Fig, location of ES27 in Fig 4B) which was observed in several alternative orientations in mature ribosomal populations [36]. 

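At A2089 of 25S rRNA (chromosome XII, 453093), the TCR with MNase-rpL27 was 63.2% in 25S-preLSUs and 0.493% in 27SB-preLSUs. The latter is below the noise estimate of 1.603% and the 0.573% of the library without MNase. MNase-rpL35 gave 31.8% and 0.917% at this site. At U2068, MNase-rpL27 gave 35.0% in 25S-preLSUs, while the value in 27SB-preLSUs is listed at 0 in all 4 libraries. The 7 nucleotides from 2065 to 2071 are all listed at 0 in 27SB-preLSUs.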

Apart from this, cleavage of MNase-rpL5 in helix 38 at position 1001 was strongly reduced in 27SB-preLSUs. 

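MNase-rpL5 gave a TCR of 0.558% at G1001 of 25S rRNA in 27SB-preLSUs, below the noise estimate of 1.11%. The library without MNase gave 0.213% there.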

At the same time new cuts were detected for this fusion protein in the stem-loop of helix 81 around nucleotides 2640 and 2643 in 27SB-preLSUs which could not be observed in 25S-preLSUs (Fig 3, S11 Fig). This region is completely covered by rRNA in structure models of mature LSUs and 25S-preLSUs but it is well accessible and in close proximity to the N-terminal domain of rpL5 in 7S-preLSUs as a consequence of the rotated state of the central protuberance (Fig 5) [12,14,16,18]. 

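In 27SB-preLSUs with MNase-rpL5, the TCR was 32.8% at A2640 of 25S rRNA (chromosome XII, 452542) and 10.6% at A2643 (452539). In 25S-preLSUs the values were 0.753% and 0.469%. The library without MNase from 27SB-preLSUs had 9.00% at A2640 and 1.02% at A2643. At A2640, MNase-rpL27 gave 10.1% and MNase-rpL35 gave 4.00%. MNase-rpL5 thus exceeded the next fusion, MNase-rpL27, 3.26 times at A2640 and 8.34 times at A2643. That fusion was 1.12 and 1.25 times the library without MNase at these sites, so the size of both ratios is open.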

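For helix 81 as a whole, the probability of a stop at either A2640 or A2643 was 39.96% in 27SB-preLSUs with MNase-rpL5. Without MNase it was 9.92%. In 25S-preLSUs, MNase-rpL5 gave 1.22%.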

We take these results as evidence for a substantial proportion (> 40% total cleavage in helix 81, Fig 3) of 27SB-preLSUs having the central protuberance in an immature folding state similar to the one previously observed for 7S-preLSUs.

### Folding of the ITS2 spacer region in 27SB-preLSUs

The tertiary structure of terminal ITS2 nucleotides 1 to 59 and 230 to 237 in purified yeast 7S-preLSUs could be recently resolved by cryo-electron microscopy [16]. In addition, secondary structure probing experiments, phylogenetic analyses and free energy calculations led to alternative secondary structure models for the yeast ITS2 rRNA region, including the central part spanning nucleotides 61 to 229 (Fig 6C–6E) [29–31]. We observed two cuts in the ITS2 region around nucleotides 89 and 198 in 27SB-preLSUs purified from strains expressing the MNase-rpL27 fusion (Fig 3B and 3C, S12 Fig). 

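In 27SB-preLSUs with MNase-rpL27, the TCR around ITS2 nucleotide 198 (chromosome XII, 455216) was 43.8%. It was 5.28% with MNase-rpL5, 2.83% with MNase-rpL35 and 4.45% without MNase. In 25S-preLSUs, MNase-rpL5 also passed both criteria there, with 34.1% beside 58.1% with MNase-rpL27 and 5.56% without MNase. The noise estimate there was 4.36%, and the paper describes the 25S rRNA of these particles as fully trimmed. The values of ITS2 in 25S-preLSUs thus do not describe the main particle, and their coverage is unknown. Around nucleotide 89 (455325) in 27SB-preLSUs, MNase-rpL27 gave 7.58%, against 1.31% without MNase and a noise estimate of 1.46%. MNase-rpL5 gave 3.09% at this position. The paper cites targeted primer extension for the cut at nucleotide 89 (Fig 3C, S12 Fig), so the TCR there need not measure how often it is cut.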

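Around ITS2 nucleotide 138 (chromosome XII, 455276), the TCR in 27SB-preLSUs was 14.7% with MNase-rpL5, 20.0% with MNase-rpL27 and 19.2% with MNase-rpL35. The library without MNase gave 1.48%. The highest stop of this window lies at nucleotide 139, with 11.0%, 15.5% and 14.5% in the same order, while 138 alone had 3.70%, 4.69% and 4.601%.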

Less efficient cleavage was detected in the ITS2 close to the processing site C2 around nucleotide 138 in 27SB-preLSU populations from strains expressing any of the three utilized MNase fusions (Fig 3B, S12 Fig). In only one of the proposed ITS2 secondary structure models all of the identified cleavages fall into single stranded regions, the preferred substrate for the MNase fusions (Fig 6C–6E). Here, the two cuts specific for MNase-rpL27 are at opposite sites of an internal loop in the center of a long helical structure (termed helix III) spanning ITS2 nucleotides 62–216 (Fig 6E). Concurrent cleavage at these two positions could therefore release the ITS2 rRNA central region from 27SB-preLSUs whereas according to the other models it would be retained by base-pairing with the ITS2 terminal regions. Indeed, substantial amounts of the central ITS2 fragment with the expected size were detected in purified 27SB-preLSUs after activation of the MNase-rpL27 fusion (Fig 2E). Calcium triggered production of the central ITS2 fragment was also observed in total cellular extracts and critically depended on the size of the linker between MNase and rpL27 (Fig 7A). Affinity purification of cleaved LSU precursors via Noc3-TAP from respective calcium treated extracts showed that after cleavage at positions 89 and 198 by MNase-rpL27 the central ITS2 fragment is released from 27SB-LSUs while flanking regions spanning the 5.8S rRNA are still associated (Fig 7B). Hence, the behavior of the central ITS2 fragment matches predictions made based on the secondary structure model shown in Fig 6E, but is not explained by the models shown in 6C and D. We take this as further evidence for folding of the ITS2 central region in a long helical structure with interspersed internal loops in a significant 27SB-preLSU population. Furthermore, the observed impact of the ribosomal position of tethered MNase probes and of the linker length between MNase and rpL27 on cleavages in the ITS2 central region can serve as indication for the spatial orientation of this helix. Accordingly, the distal part of the stem with the C2 processing site is rather flexible in orientation while location of the proximal part is more restricted to an area including the vicinity of rpL27.

**Fig 6:**
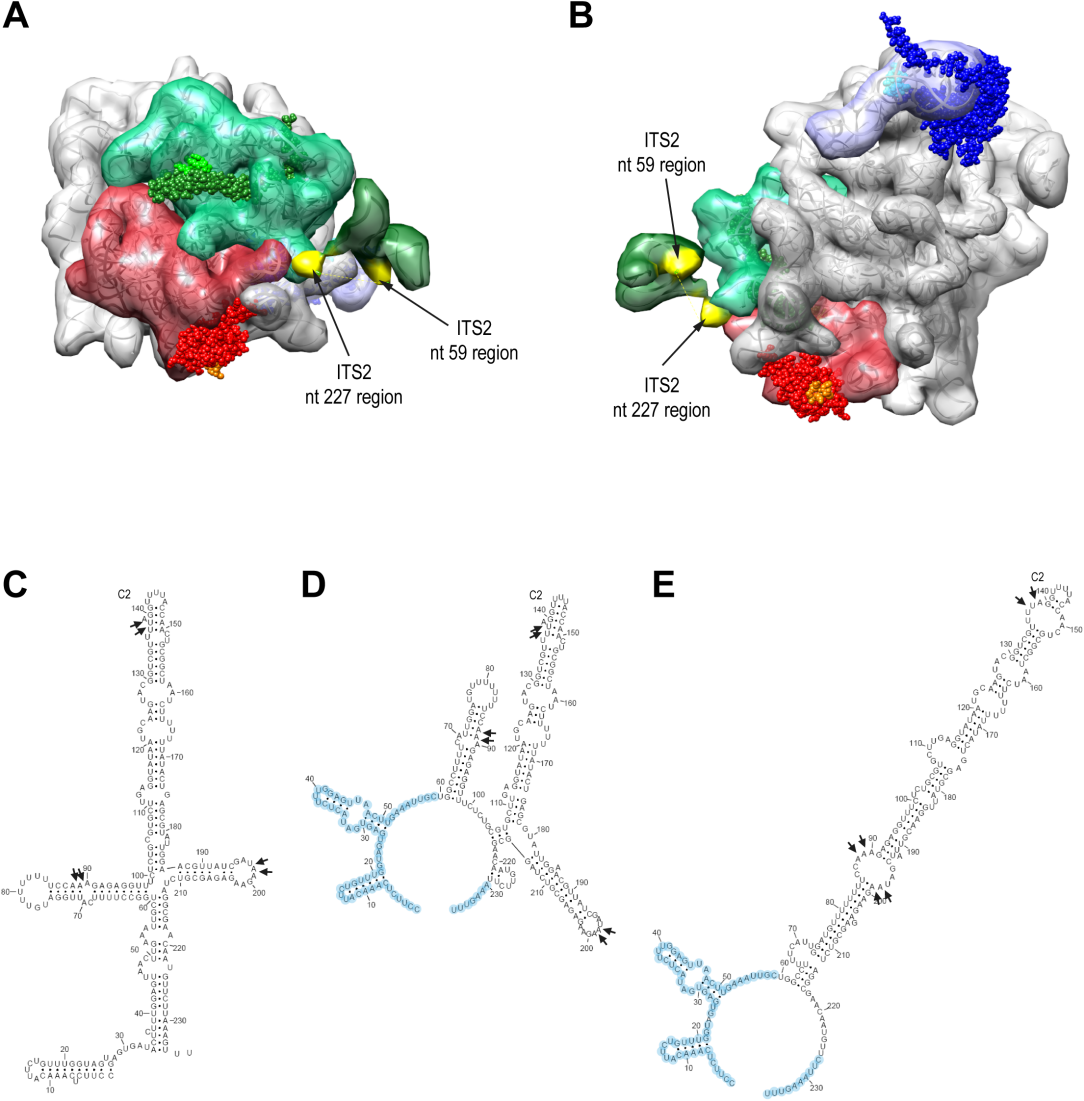
Location of tethered MNase cleavages in secondary and tertiary structure models of the ITS2 rRNA region. Structures of rRNA, rpL5, rpL27 and rpL35 in 7S-preLSUs are shown using the same color scheme as described in Fig 1, centering on LSU rRNA domains I and III in (A) and on the subunit interface side in (B). The last nucleotides of the terminal ITS2 region resolved in the 7S-preLSU structure model are colored in yellow. The pdb file 3jct used to create the figures (A) and (B) was published in ([16]). In (C-E) three secondary structure models of the ITS2 region are shown which were taken from [29](C), [30](D) and [31](E). In (D) and (E) the terminal parts of the ITS2 region with a secondary structure matching the one observed in cryo electron microscopy analyses of 7S-preLSUs shown in (A) and (B) are highlighted in blue. Position of the endonucleolytic C2 processing site (C2) according to [28,49] and tethered MNase cleavage sites (black arrows) are indicated.

**Fig 7:**
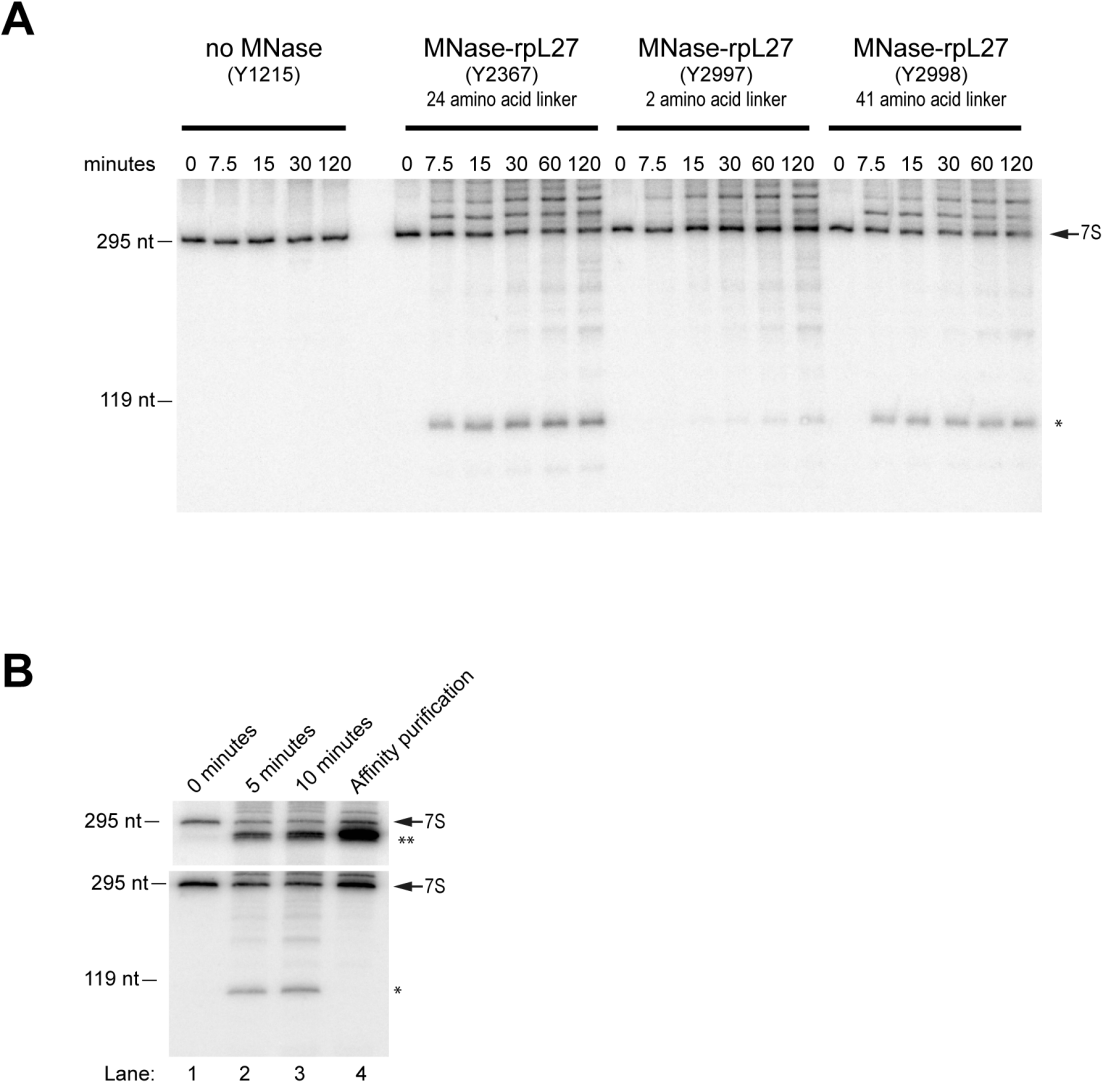
Release of the central ITS2 fragment from 27SB-preLSUs after site specific ITS2 cleavage by MNAse tethered to rpL27. In (A) calcium dependent production of the central ~110nt ITS2 fragment was analyzed in cellular extracts of the indicated strains expressing MNase fused to rpL27 with a linker of 2, 24 and 41 amino acids. Extracts were incubated at 16°C for the indicated times in the presence of calcium and RNA was analyzed by Northern blotting using probe #O442 (see Materials and Methods). The central ~110nt ITS2 fragment is marked by an asterisk. In (B) the cellular extract of a strain expressing MNase fused to rpL27 was incubated for the indicated times at 16°C in the presence of calcium (lanes 1–3) and after ten minutes of incubation LSU precursors were affinity purified via Noc3-TAP (lane 4, see Materials and Methods). RNA was analyzed by Northern blotting using probe #O210 in the upper panel and probe #O442 in the lower panel. The central ~110nt ITS2 fragment is marked by a star in the lower panel and a neighboring fragment spanning the 5.8S rRNA region and the 5’ region of ITS2 is marked by two stars in the upper panel. Running behavior of RNA fragments of defined length are indicated on the left.

## Materials and methods

### Yeast strains, plasmid construction and microbiological procedures

Transformation of yeast cells and their cultivation in full or synthetic medium were done according to standard procedures [37,38]. Yeast strains expressing chromosomally-encoded TAP-tagged LSU biogenesis factors Noc1, Noc3, or Lsg1 were created as described in [39]. Details about oligonucleotides, plasmids and yeast strains used in this study can be found in S1 –S3 Tables, respectively. Construction of plasmids was done following standard procedures [40]. Yeast strain Y1082 was described in [41], yeast strain Y1215 in [17], plasmid K375 in [42], plasmid K855 in [41], plasmid pBS1539 in [39], plasmid Yeplac181 in [43] and plasmids K1735, K1742, K1743, K1940, and K1941 in [21]. Apparent generation times in YPD (1% (w/v) yeast extract, 2% (w/v) bacto peptone, 2% (w/v) glucose) at 30°C of yeast strains expressing tagged factors and r-proteins were determined using a TECAN reader (TECAN) as described in [21] and are listed in S3 Table.

### Affinity purification of LSU precursor populations and subsequent activation of MNase fusion proteins

Yeast strains Y2592, Y2593, Y2598, Y2599, Y2601, Y2663, Y2664, Y2795, Y3389, Y3397, Y3405 and Y3413, were cultivated in YPD to an optical density between 0.8 and 1.2. Cells from 6 liters of culture (Noc1-TAP and Noc3-TAP strains) or from 2 liters of culture (Lsg1-TAP strains) were then harvested by centrifugation at room temperature (3000g) and were washed in ice cold water and then in 15 milliliter ice cold buffer AG100 (100 mM potassium chloride, 20 mM Tris pH8, 5 mM magnesium acetate, 5 mM EGTA pH8, 1 mM PMSF, 2 mM Benzamidine). To each gram of wet cell pellet 1.5 milliliter of cold buffer AG100 with 0.04 Units/microliter RNAsin (Promega) was added and the resulting suspension was distributed in portions of 0.8 milliliter to reaction tubes (2 milliliter volume) loaded with 1.4 gram of glass beads (0.75–1 millimeter, Roth). The tubes were rigorously mixed on a vibrax mixer (IKA) at 4°C and maximum speed for three times 8 minutes with cooling on ice in between. The extract was cleared from cell debris and glass beads by two consecutive centrifugation steps for 5 minutes at 13000g and 4°C and transfer of the respective supernatants to new reaction tubes. Protein concentrations of the clarified extracts were determined by Bradford protein assay (Bio-Rad) and a volume containing 300 microgram protein was taken off for RNA analyses (see below, RNA was dissolved in 30 microliter of water). Triton X-100 and Tween 20 were added to final concentrations of 0.5% (w/v) and 0.1% (w/v), respectively, and the extracts were loaded on 150 microliter IgG sepharose beads (GE Healthcare) equilibrated in buffer AG100+ (AG100 adjusted to 0.5% (w/v) Triton X-100 and 0.1% (w/v) Tween 20). After batch incubation at 4°C for 1 hour the affinity matrix was transferred into 15 milliliter plastic columns (Poly Prep chromatography columns, 0.8 x 4 centimeter, Bio-Rad) and washed twice with 2 milliliter of ice cold AG100+ and once with 10 milliliter of AG100+. The matrix was transferred in 0.5 milliliter of ice cold AG100 into a 1.5 milliliter reaction tube, 10% of the suspension was taken off for RNA analyses (see below, RNA was dissolved in 10 microliter of water), and after centrifugation for 2 minutes at 2000g at 4°C the volume was reduced to 200 microliter by removing some of the supernatant. Calcium chloride was added to the suspension to a final concentration of 8mM and after 10 minutes incubation at 16°C RNA was extracted (see below, RNA was dissolved in 60 microliter of water).

### Activation of MNase fusion proteins in cellular extracts

Yeast strains Y1215, Y2367, Y2997 and Y2998 were cultivated in 400 milliliter of YPD at 30°C. Cellular extracts were prepared in buffer AG100 as described above. A volume of the extract containing 300 microgram protein was taken off for RNA analyses (see below, RNA was dissolved in 30 microliter of water). The extract was then adjusted to 8 mM of calcium chloride, incubated at 16°C for the respective periods of time and a volume of the extract containing 300 microgram protein was taken off for RNA analyses (see below, RNA was dissolved in 30 microliter of water).

### Activation of MNase fusion proteins in cellular extracts and subsequent affinity purification of LSU precursors

Yeast strain Y2599 was cultivated in 400 milliliter of YPD at 30°C. Cellular extracts were prepared in buffer AG100 as described above. A volume of the extract containing 300 microgram protein was taken for RNA analyses (see below, RNA was dissolved in 25 microliter of water). The extract was then adjusted to 8 mM of calcium chloride, incubated at 16°C for 10 minutes and again a volume of the extract containing 300 microgram protein was taken off for RNA analyses (see below, RNA was dissolved in 20 microliter of water). Triton X-100 and Tween 20 were added to the residual extract to final concentrations of 0.5% (w/v) and 0.1% (w/v), respectively, and concentration of EGTA was adjusted to 10mM. The extracts were then loaded on 100 microliter IgG sepharose beads (GE Healthcare) equilibrated in buffer AG100+. After batch incubation at 4°C for 1 hour the affinity matrix was transferred into 15milliliter plastic columns (Poly Prep chromatography columns, 0.8 x 4 centimeter, Bio-Rad) and washed twice with 2 milliliter of ice cold AG100+ and once with 10 milliliter of AG100+. The matrix was transferred in 0.5 milliliter of ice cold AG100 into a 1.5 milliliter reaction tube and after centrifugation for 2 minutes at 2000g at 4°C the supernatant was carefully removed. RNA was then extracted from the IgG matrix (see below, RNA was dissolved in 20 microliter of water).

### RNA extraction

RNA was extracted by hot acidic phenol–chloroform treatment as previously described [44] with the following modifications. Fractions taken for RNA analyses were added to 500 microliter of ice cold buffer AE+ (50mM sodium acetate pH 5.3, 20mM EDTA), 50 microliter of 10% SDS and 500 microliter of phenol (equilibrated in 50mM sodium acetate pH 5.3, 10mM EDTA). After 6 minutes of rigorous shaking at 65°C each sample was cooled on ice for two minutes and then centrifuged at 13000g and 4°C for two minutes. The supernatant was transferred to a new reaction tube containing 500 microliter of phenol (equilibrated in 50mM sodium acetate pH 5.3, 10mM EDTA) and after vortexing for 10 seconds the mixture was again centrifuged at 13000g and 4°C for two minutes. This procedure was repeated once with 500 microliter chloroform. 300 microliter of the supernatant was then transferred to a reaction tube containing 750 microliter of ethanol to which 30 microliter of 3M sodium acetate pH 5.3 were added. In case of affinity purified fractions 2 microliter of a 5 milligram per milliliter glycogen solution were added. Each sample was then briefly vortexed and incubated for more than 10 minutes at -20°C before centrifugation for 30 minutes at 4°C and 13000g. The supernatant was carefully discarded and the pellet of affinity purified fractions was dissolved in the volume of ice cold water indicated above.

### Northern blotting

5 microliter and 4 microliter of extracted RNA were separated on 1.5% formaldehyde/MOPS agarose gels and on 8% polyacrylamide/urea/TBE gels and transferred to nylon membranes (MP Biomedicals) as described in [40]. Hybridization with P32- end labelled oligonucleotide probes (see below) indicated in the figure legends was performed in 50% formamide/5x SSC/0,5% SDS/5x Denhardt’s solution at 30°C. Washing was done for 15 minutes in 2xSSC and for 15 minutes in 1xSSC. Image plates (FujiFilm) were exposed to the radioactive signals on the washed blots and then read out using a phosphor imager device (FLA3000, FujiFilm).

### Targeted primer extension analyses

Targeted primer extension analyses were done with oligonucleotide primers indicated in the figure legends and listed in S1 Table as described in [45] with some modifications. In brief, 50 picomol of oligonucleotides were end labeled with T4 PNK (NEB) according to the manufacturers instruction in 15 reaction volume using 0.050 mCi [gamma-P32]Adenosine 5'-triphosphate (Hartmann Analytic, 10 mCi / milliliter). The reaction was terminated by addition of 1 microliter of 0.5M EDTA and 30 microliter of water and the labeled oligonucleotides were purified using Micro Biospin 6 size exclusion columns (Bio-Rad). 2 microliter of labeled primer was incubated with RNA from affinity purified fractions (1 microgram as determined by UV spectrophotometry) and 1 microliter of 10mM dNTP mix (NEB) in a volume of 13 microliter for 5 minutes at 65°C in a thermocycler (PCR Sprint, Thermo Electron Corporation). After cooling down to 4°C primer extension reactions were performed for 90 minutes at 46°C in 20 microliter reaction volume using Superscript III according to the manufacturer’s instructions. RNA was hydrolyzed by addition of 2.5 microliter of 1M sodium hydroxide and 0.5 microliter of 0.5M EDTA at 56°C for 30 minutes. Subsequently, 2.5 microliter of 1M hydrogen chloride, 2 microliter of a 2 milligram / milliliter glycogen solution, 12.5 microliter of 7.4M ammonium acetate and 100 microliter ethanol were added. After brief mixing each sample was incubated over night at -20°C and then centrifuged for 10 minutes at 4°C and 13000g. The supernatant was carefully discarded and the pellet was washed with 100 microliter ice cold 70% (v/v) ethanol. After drying of the pellet for 3 minutes at 80°C the cDNA was dissolved in 10 microliter of a 1:2 diluted solution of 95% deionized formamide, 20mM EDTA pH8, 0.02% (w/v) bromophenol blue and xylene cyanol. Sequencing reactions using the same primers and a plasmid containing the yeast 35S rRNA gene (K375) were performed with the Thermo Sequenase cycle sequencing kit (785001KT Affymetrix) following the manufacturer’s instructions. Products of sequencing reactions and of primer extension analyses were incubated for 3 minutes at 75°C, cooled on ice and then size separated on a 6% polyacrylamide/urea/taurin gel according to the instruction provided in the Thermo Sequenase cycle sequencing kit. Running time was adapted to optimally resolve the size range of interest for each of the respective primer extension reactions. After drying of the gel on filter paper (Cellulose, Roth) on a vacuum gel dryer at 80°C radioactive signals were read out using a FLA3000 (FUJI).

### Random primer extension analyses and high throughput sequencing

Sequencing libraries were prepared as previously described [34] using 1 microgram of RNA and oligonucleotide #O3955 as random primer and #O3954 as adapter. During PCR amplification oligonucleotide #O3956 was used as forward primer and oligonucleotides #O3957, #O3958, #O3959, #O3960, #O4032, #O4033, #O4187, #O4188 as indexing primers. The expected size distribution of the amplified sequencing libraries was confirmed using the High Sensitivity DNA kit (Agilent Technologies) on a 2100-Bioanalyzer capillary electrophoresis system. Paired end sequencing (2x 80 nt) was done on a Illumina Miseq system (Illumina). Raw data are available at the Gene Expression Omnibus (https://www.ncbi.nlm.nih.gov/geo/, accession number: GSE97276). Mapping of reads on the S.cerevisiae rDNA region (strain S288c) was done using Bowtie 2 [46] with standard parameters. Before mapping, 7 nucleotide random barcodes on the 5‘ ends of reads 1 were removed and reads 1 and 2 with a “AGATCGG” sequence at a distance of more than 20 nucleotides from their 5’ end were trimmed at this site. For each dataset 300.000 mapped reads with an insert size between 75 and 750 nucleotides and a Bowtie 2 quality score of Q> = 40 were selected for further statistical evaluation. Bias introduced during PCR amplification was estimated and corrected as described [34] making use of the random barcode in the adapter primer #O3954. Accordingly, for each experimental condition reads were grouped based on identical mapped start site and length and in each group the number of observed unique random barcodes was determined. This number was then further corrected by taking into account possible ligation of cDNA fragments of one of the groups with adapters with identical barcodes. The likelihood of these ligation events was estimated based on the amount of different random barcodes encoded in the adapter primer and the observed frequency of adenine, guanine, cytosine or thymine at each barcode position in the mapped reads [34]. The resulting estimated unique counts for cDNA fragments with defined start and stop positions were used to calculate for each position in LSU pre-rRNA the coverage and the termination to coverage ratio (TCR). Calculated TCR values for each experimental condition are given in S4 Table. Termination ratios shown in Fig 3 and S3 Fig were calculated as one minus the product of the TCR value at the indicated nucleotide positon and the direct neighbors (+/- 1 nucleotide) to account for possible nucleotide trimming or addition reactions during the experimental procedure. To estimate the noise of random stops of primer extension reactions at each pre-rRNA position for each experimental sample 100 virtual datasets were created in which the pool of observed fragment start sites was randomly combined with the pool of observed fragment lengths. Coordinates of fragments ending at sites with high TCR values (>15%) were kept as observed in the experimental dataset. The averaged coverage distribution of the virtual datasets matched strikingly well the one observed in the experimental dataset (coefficient of determination R2 > 0.98 for all datasets) thus indicating that selectivity in priming sites together with the fragment length distribution are major factors influencing the local noise of termination events. The local noise was then estimated as the maximum TCR within a region of 5 nucleotides of all virtual datasets derived from either Lsg1-TAP or Noc3-TAP particles. All data processing and visualization was done with VBA scripts in the Excel (Microsoft) environment (scripts are available upon request).

### Analysis and visualization of pre-ribosomal secondary and tertiary structure models

Ribosomal structure models were obtained from the Research Collaboratory for Structural Bioinformatics Protein Data Bank (RCSB-PDB, http://www.rcsb.org/pdb/home/home.do). Pdb files used are indicated in the legends to the respective Figures. They were analyzed and visualized with the UCSF Chimera software package [47]. Secondary structure models of rRNA were visualized using RnaViz [48].

## Supporting information

S1 Fig Positions of probes used for northern blotting and primer extension analyses. In the upper panel positions of the oligonucleotide probes used in this study (black bars) and of major processing sites (arrows) in yeast pre-rRNA are indicated. Below, rRNA precursors predominantly contained in the pre-LSU populations relevant for this study are shown. Mature rRNA regions are represented by grey bars and spacer sequences by a black line which is dotted in case that partial trimming can occur.
(TIF)

S2 Fig Northern blotting analyses of affinity purified LSU precursors. 27SA-preLSUs (A), 27SB preLSUs (B) and 25S preLSUs (C) were affinity purified via Noc1-TAP, Noc3-TAP and Lsg1-TAP respectively from cellular extracts of strains expressing no MNase (lanes 2 and 6), MNnase fused to rpL5 (lanes 1 and 5), to rpL27 (lanes 4 and 8) or to rpL35 (lanes 3 and 7). RNA from total cellular extracts (lanes 1–4) and affinity purified fractions (lanes 5–8) was analyzed by northern blotting with the probes indicated on the left in (A-C).
(TIF)

S3 Fig Major MNase independent primer extension stops in LSU rRNA. 27SB-preLSUs and 25S-preLSUs were affinity purified via Noc3-TAP or Lsg1-TAP from yeast strains expressing no MNAse (No) or MNAse fused to rpL5 (L5), rpL35 (L35) or rpL27 (L27). After activation of MNAse the positions of generated rRNA 5’ ends were analyzed by random primer extension assays read out by high throughput sequencing. Percent of termination in the indicated rRNA positions (+/- one nucleotide) was estimated as described in Materials and Methods. 3-methyl-uridine is abbreviated with m3U, 1–methyl-adenosine with m1A.
(TIF)

S4 Fig MNase fusion dependent cleavages in specific rRNA regions of 27SB-preLSUs and 25S-preLSUs. In (A) positions of cleavages are indicated (black arrows) in secondary structure models of the respective rRNA regions. Cleavages previously mapped in helix 38 of 80S ribosomes are indicated by red arrows in S6 Fig. In S4–S11 Figs in (B) results of targeted primer extension reactions using the indicated primers and RNA of 27SB-preLSUs (Noc3-TAP) or 25S-preLSUs (Lsg1-TAP) from strains expressing no MNase (-), or MNase in fusion with rpL5 (L5), rpL27 (L27) or rpL35 (L35) are shown. For each RNA preparation the volume used in the reactions with varying primers was kept constant. Sequencing reactions (lanes G, A, T and C) were performed using the respective primers as described in Materials and Methods. In (C) the termination to coverage ratio determined by random primer extension and high throughput-sequencing (see Material and Methods) is plotted for each nucleotide position in the relevant rRNA region. Nucleotide position 2634, which has a 3-methyluridine base modification, is colored in red at the top of the diagram in S11 Fig. Data were obtained for strains expressing no MNase (Wt), MNase in fusion with rpL5 (L5), rpL27 (L27) or rpL35 (L35). Local noise (Noise) in the high throughput readout of random primer extension reactions was estimated as described in Material and Methods.
(TIF)

S5 Fig MNase fusion dependent cleavages in specific rRNA regions of 27SB-preLSUs and 25S-preLSUs. See figure legends for S4 Fig.
(TIF)

S6 Fig MNase fusion dependent cleavages in specific rRNA regions of 27SB-preLSUs and 25S-preLSUs. See figure legends for S4 Fig.
(TIF)

S7 Fig MNase fusion dependent cleavages in specific rRNA regions of 27SB-preLSUs and 25S-preLSUs. See figure legends for S4 Fig.
(TIF)

S8 Fig MNase fusion dependent cleavages in specific rRNA regions of 27SB-preLSUs and 25S-preLSUs. See figure legends for S4 Fig.
(TIF)

S9 Fig MNase fusion dependent cleavages in specific rRNA regions of 27SB-preLSUs and 25S-preLSUs. See figure legends for S4 Fig.
(TIF)

S10 Fig MNase fusion dependent cleavages in specific rRNA regions of 27SB-preLSUs and 25S-preLSUs. See figure legends for S4 Fig.
(TIF)

S11 Fig MNase fusion dependent cleavages in specific rRNA regions of 27SB-preLSUs and 25S-preLSUs. See figure legends for S4 Fig.
(TIF)

S12 Fig MNase fusion dependent cleavages in the ITS2 rRNA region of 27SB-preLSUs. In (A) results of targeted primer extension reactions using the indicated primers and RNA of 27SB-preLSUs (Noc3-TAP) from strains expressing no MNase (-), or MNase in fusion with rpL5 (L5), rpL27 (L27) or rpL35 (L35) are shown. Sequencing reactions (lanes G, A, T and C) were performed with primers O3840 and O3910 as described in Materials and Methods. In (B) the termination to coverage ratio determined by random primer extension and high throughput-sequencing (see Materials and Methods) is plotted for the 3’ region of ITS2. Data were obtained for strains expressing no MNase (Wt), MNase in fusion with rpL5 (L5), rpL27 (L27) or rpL35 (L35). Local noise (Noise) in the high throughput readout of random primer extension reactions was estimated as described in Materials and Methods.
(TIF)

S1 Table Oligonucleotides used in this study.

S2 Table Plasmids used in this study.

S3 Table Yeast strains used in this study.

S4 Table TCR values calculated from results of random primer extension analyses. TCR values and estimates of local noise in termination events were calculated as described in Materials and Methods.
(XLSX)

How the deposited data were processed for this re-analysis (not part of the article)

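Random primer extension data of 27SB-preLSUs and 25S-preLSUs were analysed for strains expressing MNase-rpL5, MNase-rpL27, MNase-rpL35 or no MNase, 8 libraries in all with 1 library per condition. The submitters' processing notes name Bowtie2 for mapping and the R64 and sacCer3 genomes, and the version of Bowtie2 is not given in the sources used here. The deposited table holds, for each purification and each nucleotide of the rDNA region, the fraction of estimated unique cDNA fragments that end at the nucleotide among those that cover it, as made by the authors, and the authors' noise estimate as a fraction. Every value lies between 0 and 1. The table has no coverage column, so the depth per position is unknown and no interval or detection floor is given. With 1 library per condition there is no spread between replicates. The only p-values are from an exact permutation test of the mean difference between the precursors, over the signs of the pairs by fusion, which treats the 3 fusions as replicates although they cut differently.

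The TCR of a site was computed as 100 times 1 minus the product of 1 minus the TCR over the nucleotide and its direct neighbours. The written formula of the methods leaves out the subtraction inside the product, and this reading was taken because it gives a probability of termination. For sites named as a pair, the centre was the nucleotide that the paper's text names, or the second of the pair where the text names neither. Noise was taken at the centre nucleotide. For stops that need no MNase, the highest window centred within 2 nucleotides of the stop was taken. A cleavage site was called at a TCR of at least 15%, over 5 times the noise and over 5 times the library without MNase of the same purification, and more than 2 nucleotides from the 5’ ends of 5.8S and 25S rRNA and from m1A645, m1A2142, m3U2634 and m3U2843. Passing windows within 2 nucleotides were joined, and the nucleotide with the highest single TCR was taken as the site. Precursors were compared for sites of 25S rRNA, those that Fig 3A gives for both. A difference was called at a ratio over 2 and a size above both noise estimates. A fusion was called preferred when its TCR was over 2 times the next. Profiles were compared by Spearman's rho across positions of 25S rRNA with a TCR above the noise in at least 1 MNase library.

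These rules, and the alternatives in the closing section unless stated otherwise, were set before the data were examined. The sites named in the text are all sites of Fig 3A and 3B, the further positions the paper's text names, the called sites in 5.8S rRNA, ITS2 and 25S rRNA up to the 10 highest per library, and the 5 highest outside them. The bars of Fig 3 had been seen when this rule was written. The remaining called sites outside the LSU rRNA are also named, and were chosen after their values had been seen. Of the alternatives tried, the window was replaced by the stop nucleotide alone, by a wider window, by the sum or the maximum of the 3 values, or corrected for the library without MNase. The minimum TCR, the fold over noise and over no MNase, the noise value and the distance from MNase-independent stops were also varied.

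The calling of sites was run on simulated data with 50 sites placed per TCR level and purification. The background was the library without MNase with small random changes, and sites were placed only where it and the noise were low. All 50 were found at a TCR of 20%, 40% or 80%, none was found at 10%, which is below the minimum, and no false site was called among 3758 positions. This outcome follows from the setting, so it checks the code and gives no error rate for real libraries. Positions on chromosome XII were computed from the start and end of the first annotated rDNA repeat, after the lengths of 18S, 5.8S and 25S rRNA were checked against the table. No genome sequence was used here, so the bases of called sites were not analysed beyond those the paper names. The targeted primer extension data of Fig 3C are gel images and were not analysed here. Computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9.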

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

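The tests of the stop at nucleotide 1060 of 18S rRNA were chosen after its values had been seen. The sites below passed the criteria for cleavage but are not among those the paper discusses, and each rests on 1 library per condition.

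The highest of those in 18S rRNA was nucleotide 1060 (chromosome XII, 456673), with a TCR of 82.0% in 25S-preLSUs with MNase-rpL27. Nuclease acting free of its tether would cut with all 3 fusions alike if it were equally active in each preparation. MNase-rpL27 was 11.2 times the next fusion. That ratio cannot decide, since the site was picked for its high value with MNase-rpL27 and the activity per preparation was not measured. The 1.28% without MNase in 25S-preLSUs was part of the criteria and tests nothing, but in 27SB-preLSUs, where the site did not reach the minimum TCR, the library without MNase had 0.212% beside 5.57% with MNase-rpL27, which argues against a stop of the reverse transcriptase without nuclease. There MNase-rpL27 was again the highest, 15.1 times the next fusion, so cleavage by MNase-rpL27 in co-purified particles that hold 18S rRNA may account for the site. The particle itself was not identified, and its share of the purified RNA is not known.

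Further stops in 18S rRNA of 25S-preLSUs were higher with MNase than without. Nucleotide 135 had 32.4% with MNase-rpL27 and 26.6% with MNase-rpL35, against 5.22% without MNase. MNase-rpL5 gave 17.6% there, which was not over 5 times the library without MNase. Nucleotide 438 had 15.9% with MNase-rpL5, 17.5% with MNase-rpL27 and 17.1% with MNase-rpL35, against 2.44%. Nucleotide 930 had 16.9% with MNase-rpL35, against 0.891%.

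In LSU precursor RNA, MNase-rpL27 in 25S-preLSUs gave 16.9% at nucleotide 479 of 25S rRNA, against 0.190% without MNase, and 60.0% at nucleotide 68 of ITS2, where the library without MNase is listed at 0 and the noise estimate is 11.1%. MNase-rpL5 gave 31.9% at nucleotide 68, and around nucleotide 70 the library without MNase had 62.5% and MNase-rpL27 33.3%, so a need for the nuclease is not shown there.

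In the 5’ external transcribed spacer, values of 50.0% were found in 27SB-preLSUs at nucleotide 640 with MNase-rpL5, at 662 with MNase-rpL27 and at 651 and 696 with MNase-rpL35. In 25S-preLSUs, MNase-rpL5 gave 50.0% at nucleotide 695 and MNase-rpL27 gave 100% at 696. The library without MNase is listed at 0 at each of these spacer positions, so that criterion passes there for any value, and the coverage behind them is unknown.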

How the results depend on the processing

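No paired analysis by replicate was possible because the libraries carry no replicate numbers, and the precursors were paired by fusion instead. This pairing, alternatives to the pair centres, the subtraction at helix 81 and the choice of nucleotide within passing windows were chosen after the data had been seen.

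Called differences between the precursors numbered 18 to 26 under the 5 alternatives, beside 20. Preferred fusions numbered 8 to 12, beside 9. Of the 52 values at MNase-independent stops, 49 were at least 30% when the highest single nucleotide within 2 nucleotides of the stop was taken. Sites and MNase libraries of Fig 3 with at least 15% numbered 31, and 16 with the stop nucleotide alone.

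Of the 20 called differences, the stop nucleotide alone ended 4 and added 2, the wider window ended 3 and added 2, the maximum ended 1 and added 2, the sum ended and added 0, and the correction for the library without MNase ended 0 and added 6, of which 2 rest on a corrected value below 0. A pair of called differences reversed. Of those not called, 3 changed sign under the correction and 1 each under the stop nucleotide alone, the wider window and the maximum. Paired by fusion, 8 to 10 of the 10 sites had 1 sign over the 3 fusions under the 5 alternatives, beside 9. At A1558 with MNase-rpL35, the stop nucleotide alone was 1.56 points higher in 25S-preLSUs, while the higher stop lies at the next nucleotide. At A2640 with MNase-rpL35, correction for the library without MNase gave 5.61 points higher in 25S-preLSUs, since the library without MNase exceeds this fusion there in 27SB-preLSUs.

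The total for helix 81 was 36.1% with the stop nucleotides alone and with the maximum, 43.3% with the wider window, 44.8% with the sum, 33.3% after correction for the library without MNase and 30.0 points after subtracting it. The wider windows of A2640 and A2643 overlap, so shared nucleotides count more than once, and the sum is not a probability.

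Called sites in LSU rRNA rose without the criterion on the library without MNase. In 27SB-preLSUs they came to 13 with MNase-rpL5, 20 with MNase-rpL27 and 11 with MNase-rpL35, and in 25S-preLSUs to 14, 14 and 19. Outside the LSU rRNA they came to 12, 16 and 14 in 27SB-preLSUs and to 10, 12 and 11 in 25S-preLSUs. A minimum of 10% gave 5 sites for MNase-rpL5 in 27SB-preLSUs, and 5 outside the LSU rRNA for each of MNase-rpL5 and MNase-rpL35 in 25S-preLSUs. A minimum of 30% left 3 sites for MNase-rpL35 in 27SB-preLSUs and 2 for MNase-rpL5 in 25S-preLSUs. At 10 times noise and no MNase, MNase-rpL5 kept a count of 1 in 27SB-preLSUs and 3 in 25S-preLSUs. The stop nucleotide alone left 1 site for MNase-rpL5 in 25S-preLSUs. With 3 times the noise value, 2 sites were called for MNase-rpL5 and 5 for MNase-rpL27 in 25S-preLSUs. For these counts the cause was not tested beyond what each criterion removes.

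Across all positions of 25S rRNA, rho in 27SB-preLSUs was 0.738 for MNase-rpL5 with MNase-rpL27, 0.828 for MNase-rpL5 with MNase-rpL35 and 0.757 for MNase-rpL27 with MNase-rpL35, and Pearson's r over the positions above the noise was 0.620, 0.816 and 0.705. In 25S-preLSUs, rho was 0.828, 0.809 and 0.860, and Pearson's r was 0.533, 0.708 and 0.840 in the same order. In 25S-preLSUs, MNase-rpL27 with MNase-rpL35 was the most alike pair under each.

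The alternatives for the bases of called sites were not run, since no sequence was used. Depth limits all values to an unknown extent, as no coverage is given.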

Differences from the paper's values

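The windows centred on the other nucleotide of a pair, or over both, were chosen after seeing the values. Bar heights of Fig 3 were measured on the picture, where values near 1% are bars of a few pixels. A value was taken to differ when one of the pair was over 1.5 times the other. Of 72 bars, 67 did not differ by that bound, of which 4 were at least 5 points apart, all at U250 or A1558. The widest gap was at U250 in 25S-preLSUs with MNase-rpL35, about 71% in Fig 3A beside 54.7%, and the window centred on the other nucleotide of the pair, chosen after seeing the values, gives 70.9%. A value falls within the paper's below when it lies inside the same bound.

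At A1558 without MNase, the paper's value is about 2.5% in Fig 3A for 27SB-preLSUs, and 16.6% was obtained here. For 25S-preLSUs the paper's value is about 1.6% in Fig 3A, and 9.10% was obtained here. None of the alternatives set before the data were examined falls within these values. The window centred on nucleotide 1559, chosen after seeing the values, gives 2.47% and 1.29%, and drops 0 of the 11 sites of Fig 3 that passed the criteria.

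At U1764 with MNase-rpL27 in 25S-preLSUs, the paper's value is about 0.95% in Fig 3A, and 0.631% was obtained here. At A2640 with the same fusion and precursor, the paper's value is about 0.95% in Fig 3A, and 0.599% was obtained here. At both, the wider window falls within the paper's value, while the stop nucleotide alone, the sum, the maximum and the correction for the library without MNase do not.

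At ITS2 nucleotide 138 without MNase in 27SB-preLSUs, the paper's value is about 2.7% in Fig 3B, and 1.48% was obtained here. The wider window, at 3.10%, falls within it, while the stop nucleotide alone, the sum and the maximum do not. The windows centred on nucleotide 139, at 2.59%, and over both nucleotides, at 2.65%, also do.

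The paper states that the sites of Fig 3 exceed noise and the library without MNase by more than 5 times. Of 13 sites, 11 did so at the named centre. A1558 reached 3.24 times the library without MNase, and the window at 1559 passed. A2640 reached 3.65 times, and the stop nucleotide alone passed, with 30.3% against 4.04%.

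The paper describes cuts at G1001 in 25S-preLSUs as nearly exclusive to MNase-rpL5. MNase-rpL27 at 11.4% and MNase-rpL35 at 6.41% also passed both criteria there, beside 45.6% with MNase-rpL5, but both are under the minimum of 15% and were not called as sites.

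The paper reports cuts around A80 of 5.8S rRNA with MNase-rpL35 at similar intensities in both precursors, for 25S-preLSUs from targeted primer extension. The sequencing data give 86.4% in 27SB-preLSUs and 2.04%, under the noise estimate, in 25S-preLSUs. Around A2540, which Fig 3C shows as strongly cut with MNase-rpL27 in 25S-preLSUs, they give 3.47%. The paper states that a size cutoff for cDNAs left 3 sites to targeted primer extension alone, so these pairs of values come from different assays.

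For helix 81, the paper gives more than 40% total cleavage. The value here was 39.96%. The wider window gave 43.3% and the sum 44.8%, but neither is a probability of a stop in helix 81. The wider windows of A2640 and A2643 overlap and count shared nucleotides more than once, and the sum only adds TCR values.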

Other observations

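The tests of the stops shared by MNase-rpL27 and the library without MNase were chosen after the values had been seen, as were the comparisons with the libraries without MNase.

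In 27SB-preLSUs, 8 sites in LSU precursor RNA had a TCR at least 15 points higher with MNase-rpL27 than with MNase-rpL5 and MNase-rpL35. The library without MNase was over 5 times the noise at 7 of the 8, which argues against cleavage by the tethered nuclease as the whole cause at these 7, and it was also at least 15 points above MNase-rpL5 and MNase-rpL35 at 4 of the 8. At these 7 it ranged from 12.8% beside 20.1% with MNase-rpL27 at nucleotide 137 of 5.8S rRNA to 55.8% beside 59.0% at nucleotide 807 of 25S rRNA. The exception is ITS2 nucleotide 198, the only one named in Fig 3, which was set apart after its 4.45% without MNase had been seen beside a noise estimate of 1.42%, and no explanation was tested there. A difference between library preparations may account for the 7, since both m3U stops, 2 of 2, parted the libraries into the same pairs, but in the opposite direction, with MNase-rpL5 and MNase-rpL35 higher, and the paper's text names no batches.

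Profiles of 25S rRNA from 27SB-preLSUs were more alike between MNase-rpL27 and no MNase, with a rho of 0.817 across 872 positions, than between MNase-rpL27 and MNase-rpL5, at 0.605.

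In 25S-preLSUs, 16 sites were at least 15 points higher without MNase than with each fusion. The highest in 25S rRNA was nucleotide 983, with 56.3% without MNase and 26.5% with MNase-rpL35.

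At nucleotide 1014 of 25S rRNA, MNase-rpL5 gave 2.16% in 27SB-preLSUs and 4.19% in 25S-preLSUs. At nucleotide 1026 it gave 7.51% and 5.11%, and in 25S-preLSUs MNase-rpL35 gave 6.16% and the library without MNase 1.99% there. In mature 80S ribosomes these positions were not analysed here.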
